# Targeting hypoxia-inducible factors with 32-134D safely and effectively treats diabetic eye disease in mice

**DOI:** 10.1172/JCI163290

**Published:** 2023-07-03

**Authors:** Jing Zhang, Deepti Sharma, Aumreetam Dinabandhu, Jaron Sanchez, Brooks Applewhite, Kathleen Jee, Monika Deshpande, Miguel Flores-Bellver, Ming-Wen Hu, Chuanyu Guo, Shaima Salman, Yousang Hwang, Nicole M. Anders, Michelle A. Rudek, Jiang Qian, M. Valeria Canto-Soler, Gregg L. Semenza, Silvia Montaner, Akrit Sodhi

**Keywords:** Ophthalmology, Therapeutics, Diabetes, Mouse models, Retinopathy

## Abstract

Many patients with diabetic eye disease respond inadequately to anti-VEGF therapies, implicating additional vasoactive mediators in its pathogenesis. We demonstrate that levels of angiogenic proteins regulated by HIF-1 and -2 remain elevated in the eyes of people with diabetes despite treatment with anti-VEGF therapy. Conversely, by inhibiting HIFs, we normalized the expression of multiple vasoactive mediators in mouse models of diabetic eye disease. Accumulation of HIFs and HIF-regulated vasoactive mediators in hyperglycemic animals was observed in the absence of tissue hypoxia, suggesting that targeting HIFs may be an effective early treatment for diabetic retinopathy. However, while the HIF inhibitor acriflavine prevented retinal vascular hyperpermeability in diabetic mice for several months following a single intraocular injection, accumulation of acriflavine in the retina resulted in retinal toxicity over time, raising concerns for its use in patients. Conversely, 32-134D, a recently developed HIF inhibitor structurally unrelated to acriflavine, was not toxic to the retina, yet effectively inhibited HIF accumulation and normalized HIF-regulated gene expression in mice and in human retinal organoids. Intraocular administration of 32-134D prevented retinal neovascularization and vascular hyperpermeability in mice. These results provide the foundation for clinical studies assessing 32-134D for the treatment of patients with diabetic eye disease.

## Introduction

Identification of factors that trigger the development of nonproliferative diabetic retinopathy (NPDR) remains under debate; these factors include advanced glycosylation end products (AGEs), oxidative stress, and inflammation, all leading to damage of the retinal neurovascular unit (1, 2). Progressive damage to the retinal microvasculature results in the development of ischemia (3) and the increased expression of the angiogenic mediators that promote retinal neovascularization (NV) (4), heralding progression from NPDR to proliferative diabetic retinopathy (PDR). On the other hand, diabetic macular edema (DME) can occur prior to — or in the absence of — overt retinal ischemia. Despite seemingly disparate origins, therapies targeting a single vasoactive mediator, VEGF, have emerged as effective treatments for both PDR (5) and DME (6). Nonetheless, fewer than half of patients with PDR or DME respond adequately to current anti-VEGF therapies (7–10), prompting investigators to search for more effective approaches for treating diabetic eye disease.

One strategy for treating diabetic eye disease more effectively is to develop drugs targeting other vasoactive mediators that could be used alone or in combination with current anti-VEGF therapies. An extension of this strategy is to simultaneously target multiple vasoactive factors by inhibiting the transcriptional regulators that promote their expression. In this regard, a family of transcriptional activators, the hypoxia-inducible factors (HIFs), have emerged as the master regulators of the expression of hypoxia-regulated vasoactive mediators in retinal vascular disease (4). HIFs are heterodimeric proteins composed of an exquisitely oxygen-sensitive α subunit and a ubiquitously expressed β subunit (11). HIF-1α was the first HIF α subunit isoform to be identified (12), and its critical role has been subsequently demonstrated in retinal vascular disease. HIF-2α is closely related to HIF-1α and also activates hypoxia-inducible gene transcription, although its expression may be more limited.

Accumulation of both HIF-1α and HIF-2α has been reported in preclinical models of ischemic retinal disease (13–15) as well as in tissue from patients with ischemic retinopathies, including PDR (13–19). Conversely, there is a paucity of evidence supporting a role for HIFs in the development of early NPDR or DME. In the absence of ischemia, the expression of VEGF in patients with DME is believed to be independent of hypoxia or HIFs and has instead been attributed to other causes including AGEs, oxidative stress, and neuroinflammation, independent of HIF accumulation (1, 2). However, in addition to hypoxia, many inflammatory cytokines and growth factors previously implicated in diabetic eye disease (20) have also been shown to induce HIF activity in an oxygen-independent manner (21), often by mechanisms distinct from its canonical hypoxia-mediated regulation (22). Whether these oxygen-independent pathways influence HIFs and HIF-regulated gene expression in early NPDR or DME remains unclear.

While the most critical HIF-dependent secreted factor elaborated in diabetic eye disease is arguably VEGF, other genes regulated by HIFs also contribute to the pathogenesis of both PDR and DME (4). This includes the endothelial-expressed receptor for VEGFA, VEGF receptor 2 (VEGFR2 or KDR) (23), PDGFB (24), angiopoietin 2 (ANGPT2) and its downstream effector, vascular endothelial–protein tyrosine phosphatase (VE-PTP) (25), angiopoietin-like 4 (ANGPTL4) (15, 18, 26, 27), MMPs (19), and plasminogen activator inhibitor-1 (PAI-1) (13). Importantly, HIFs increase expression of these factors primarily under pathologic (e.g., retinal ischemia), not physiologic, conditions (28), making HIFs attractive targets for the treatment of diabetic eye disease. Nonetheless, development of a safe and effective therapy targeting both HIF-1 and HIF-2 has remained elusive. Here, we set out to evaluate the contribution of HIFs and HIF-regulated genes to both PDR and DME and to determine whether therapies targeting HIFs could be a safe and effective treatment for patients with diabetic eye disease.

## Results

### Vitreous expression of multiple HIF-dependent vasoactive mediators in PDR patients is unaffected by anti-VEGF therapy.

In diabetic retinopathy, sustained hyperglycemia damages retinal vessels and leads to progressive capillary dropout (2). If sufficient, this can cause profound retinal ischemia (3), leading to the accumulation of the transcription factors HIF-1 and HIF-2, and increased expression of VEGF (4). Increased VEGF, in turn, promotes the development of retinal NV (Figure 1A), the hallmark of PDR. To examine the expression of vasoactive mediators in patients with PDR, we collected vitreous samples from patients with PDR undergoing vitrectomy surgery who were treatment naive or who had not had anti-VEGF therapy for at least 12 weeks. Nondiabetic patients undergoing vitrectomy for visually significant vitreous opacities (floaters) or epiretinal membranes (which we previously reported do not influence the expression of vasoactive mediators despite the presence of macular edema; ref. 29) were used as controls. ELISA analysis for VEGF demonstrated an increase in expression of VEGF in PDR patients compared with nondiabetic controls (Figure 1B), as has previously been reported (30). Expression of other HIF-regulated vasoactive mediators previously implicated in PDR, such as ANGPTL4 (18, 27), ANGPT2 (31, 32), erythropoietin (EPO) (33), and MMP-2 (19, 34), were also increased in the vitreous of PDR patients and remained elevated despite treatment with anti-VEGF therapy within 6 weeks of sample collection (Figure 1C).

### Expression of multiple vasoactive mediators is normalized in the OIR model following treatment with the pharmacological HIF inhibitor digoxin.

To characterize the contribution of these other HIF-regulated angiogenic factors to the promotion of ischemia-driven retinal NV in vivo, we used the classic oxygen-induced retinopathy (OIR) model characterized by Smith and colleagues (35). In stage 1 of this model, P7 pups are exposed to hyperoxia (75% O_2_) for 5 consecutive days (P7–P12), resulting in obliteration of the posterior retinal vasculature. In stage 2, pups (at P12) are returned to room air (21% O_2_). The resulting relative ischemia promotes the expression of angiogenic mediators that stimulate the development of retinal NV (peaking at P17; Figure 2A). Treatment of mice with the pharmacologic HIF inhibitor digoxin (36) prevented retinal NV in the OIR model (Figure 2A) by inhibiting the sequential accumulation of HIF-1α or HIF-2α (14). Interestingly, digoxin prevented retinal NV despite only modestly inhibiting the expression of VEGF (Figure 2B). Treatment with digoxin also resulted in a modest reduction of the expression of other vasoactive genes (Figure 2C), suggesting that the broad but modest inhibition of multiple HIF-regulated genes may be an effective strategy for the treatment of PDR.

### Aqueous expression of HIF-dependent vasoactive mediators is unaffected by anti-VEGF therapy in DME.

Patients with NPDR manifest injury to retinal vascular cells (i.e., endothelial cells and pericytes), resulting in the development of microaneurysms and vascular hyperpermeability (leakage of intravascular fluid; Figure 3A), often in the absence of overt retinal ischemia. When this fluid accumulates within the neurosensory retina, it results in the development of DME (Figure 3B). To examine the expression of vasoactive mediators in patients with DME, we collected aqueous samples from patients with NPDR undergoing intravitreal injections with anti-VEGF therapy for DME. Aqueous samples obtained from nondiabetic patients undergoing cataract surgery or vitrectomy surgery for vitreous opacities or epiretinal membranes were used as controls. We observed an increase in the expression of 2 key HIF-regulated angiogenic mediators, ANGPTL4 and ANGPT2, in the aqueous of patients with NPDR and DME who were treatment naive or who had not been treated with anti-VEGF therapy for at least 12 weeks; these levels remained unchanged following treatment with anti-VEGF therapy within 4 to 6 weeks of sample collection (Figure 3C).

### Increased expression of HIFs and HIF-regulated vasoactive mediators in a mouse model of sustained hyperglycemia in the absence of hypoxia.

To examine the contribution of HIFs to the development of DME, we used the streptozotocin-induced (STZ-induced) diabetic mouse model. In this model, STZ is used to injure pancreatic β islet cells, leading to reduced insulin secretion and sustained hyperglycemia and secondary injury of the retinal microvasculature (37, 38). STZ mice with sustained hyperglycemia (blood glucose level >250 mg/dL) for 6 months demonstrated increased vascular permeability (Figure 4A), similar to that observed in patients with DME (see Figure 3A). Increased hypoxia (measured using the hypoxia-sensitive pimonidazole Hypoxyprobe) was not detected in retinal tissue from STZ mice despite up to 9 months of sustained hyperglycemia (Figure 4B). Nonetheless, accumulation of HIF-1α and HIF-2α protein was observed in immunoblot assays of neurosensory retina lysates from STZ mice that were hyperglycemic for 6 months (Figure 4C). Accumulation of HIF-1α protein could be detected by immunohistochemistry in retinal tissue from STZ mice after as little as 1 month of sustained hyperglycemia (Figure 4D). This correlated with an increase in the mRNA (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI163290DS1) and protein (Figure 4E) expression of HIF-regulated vasoactive mediators compared with that of control mice. Treatment of STZ mice with the pharmacological HIF-inhibitor digoxin resulted in a decrease in *Vegf* and *Angptl4* mRNA expression to levels similar to those in nondiabetic mice (Figure 4F) and decreased vascular permeability (Figure 4G), suggesting that the broad inhibition of multiple HIF-regulated genes may be an effective strategy for the treatment of DME.

### The pharmacologic HIF inhibitor acriflavine accumulates in the neurosensory retina and inhibits retinal function over time.

While digoxin is an effective research tool for examining the contribution of HIFs to retinal disease, use of this cardiac glycoside at effective concentrations to inhibit HIF is unlikely to be well tolerated by patients given its complex pharmacokinetic profile and narrow therapeutic index (39). Conversely, preclinical studies of a second pharmacologic HIF inhibitor, acriflavine (40), for the treatment of ocular vascular disease have been promising (41). We therefore explored the use of acriflavine for the treatment of vascular hyperpermeability in STZ mice. To this end, we administered a single intravitreal dose (140 or 210 ng) of acriflavine to STZ mice that were hyperglycemic for 9 months and observed a reduction in vascular hyperpermeability 1 month following treatment (Figure 5A), consistent with prior reports demonstrating its sustained efficacy for the treatment of other ocular neovascular diseases (41). Remarkably, this effect was sustained 3 months after a single intravitreal injection (Figure 5B).

The prolonged activity of acriflavine following a single injection suggested that there may be an ocular tissue depot of acriflavine following its administration and that this may facilitate its release over time. Consistent with this hypothesis, we took advantage of the fact that acriflavine is a DNA-intercalating fluorophore and observed a dose-dependent accumulation of acriflavine in the neurosensory retina 1 and 3 months following a single intraocular administration (Figure 5, C and D). These results help explain how a single intraocular injection with acriflavine can have a sustained effect on vascular permeability in mice 3 months after the injection.

While therapeutically advantageous, the accumulation of acriflavine in the retina prompted us to look more closely for evidence of retinal toxicity. At therapeutic doses (140 and 210 ng), we did not observe evidence of retinal toxicity as assessed using electroretinograms (ERGs) 1 week after administration (Figure 5E), consistent with prior reports (41). However, over time, we observed evidence of increasing retinal toxicity with flattening of the ERG b wave as early as 2 weeks following intraocular administration of 140 or 210 ng, which reached statistical significance by 4 weeks for 210 ng and continued to progress at 5 weeks (Figure 5E). The 140 ng dose of acriflavine was not toxic within the 5-week time frame of the study. Nonetheless, these results raised concerns about the long-term safety of acriflavine for the treatment of ocular disease.

### Ocular administration of acriflavine promotes retinal cell death over time.

To further assess the retinal toxicity of acriflavine, we examined retinal sections 5 weeks after a single intraocular injection of acriflavine (140, 210, or 350 ng) and observed thinning of the ganglion cell layer (GCL) at 210 and 350 ng (Figure 6A). Immunofluorescence for the retinal ganglion cell (RGC) marker RBPMS demonstrated drop out of RGCs 5 weeks following treatment with acriflavine (Figure 6B). Quantitation of RGCs on retinal flat mounts demonstrated a dose-dependent decrease in RGCs that reached statistical significance at 210 ng (Figure 6, C and D). Collectively, these results indicate that acriflavine has a narrow therapeutic window in mice, raising concern about the safety of its use in patients with a chronic ocular disease.

To assess whether acriflavine’s retinal toxicity was a consequence of its on-target inhibition of HIF-1, we examined 6-week-old adult mice that were heterozygous for a knockout allele at the *Hif1a* locus (*Hif1a^+/–^*) (42). Basal levels of HIF-1α are relatively normal in *Hif1a^+/–^* mice, whereas in response to ischemia, HIF-1α expression is largely unchanged in *Hif1a^+/–^* mice, but significantly increased in WT littermate controls (43). Consequently, *Hif1a^+/–^* mice exhibited markedly decreased pathological angiogenesis in response to ischemia, as assessed by the OIR model (Figure 6E). ERGs (Supplemental Figure 2A), retinal histology (Supplemental Figure 2B), and quantitation of RGC number (Figure 6F) in 6-week-old adult *Hif1a^+/–^* mice were identical to those of their WT littermate controls. Similar results were obtained using 6-week-old mice that were heterozygous for a knockout allele at the *Hif2a* locus (*Hif2a^+/–^*) (Figure 6, G and H and Supplemental Figure 2C and D). Collectively, these results suggest that acriflavine toxicity is due to off-target effects, independent of its inhibition of HIF-1 or HIF-2.

### HIF inhibitor 32-134D effectively inhibits HIF accumulation and expression of HIF-regulated genes in retinal Müller cells.

The narrow therapeutic window for acriflavine prompted us to look for an alternative HIF inhibitor with a more desirable therapeutic profile. To this end, we recently interrogated the NCI CellMiner database (containing expression data on 25,698 mRNAs in 60 human cancer cell lines exposed to 21,770 chemical compounds) for small molecule inhibitors that produced changes in gene expression that were highly correlated with those induced by acriflavine, but that were structurally unrelated to acriflavine. Compounds that satisfied these criteria were further analyzed for their ability to inhibit HIF-dependent gene expression in a cell-based reporter assay (44). Using this approach, a hit, designated 11-88, was identified, and 224 analogs were synthesized. Among them, 27 compounds inhibited HIF transcriptional activity with IC_50_ of less than 4 μM, including the lead compound, a small molecule (<500 Daltons), 4-(6-bromo-1H-indol-3-yl)-2-(7-bromo-1H-indol-3-yl)thiazole, designated 32-134D (44), which is structurally unrelated to acriflavine (Figure 7A).

It has previously been reported that the cells in the inner nuclear layer (INL) of the retina that express VEGF in response to hypoxia/ischemia are Müller glial cells (15). Treatment of the immortalized human Müller cell line, MIO-M1, with as little as 1 μM of 32-134D resulted in decreased HIF-1α and HIF-2α protein accumulation in response to hypoxia (Figure 7B). The effects of 32-134D on HIF-1α accumulation persisted for up to 16 hours after treatment of cultured cells (Figure 7C). Pretreatment with the proteasome inhibitor MG-132 prevented the ability of 32-134D to block HIF-1α and HIF-2α protein accumulation (Figure 7D), indicating that 32-134D induced proteasomal degradation of HIF-1α subunits in MIO-M1 cells, as previously described for Hep3B human hepatocellular carcinoma cells (44). Similar results were obtained for HIF-2α (Figure 7D). These results were corroborated using another proteasome inhibitor, bortezomib (Figure 7E). Conversely, bafilomycin, an inhibitor of lysosomal acidification, did not prevent 32-134D from inhibiting HIF-1α accumulation in response to hypoxia (Figure 7E). Collectively, these results demonstrate that 32-134D promotes the proteasome-dependent degradation of both HIF-1α and HIF-2α protein despite the presence of hypoxia.

To assess the effects of 32-134D on angiogenic gene expression, we used an mRNA angiogenesis array and compared the angiogenic gene expression profile of MIO-M1 cells cultured in hypoxia in the absence or presence of 32-134D; cells cultured in normoxia were used as a control (Figure 7F). Multiple angiogenic genes were upregulated in cells cultured in hypoxia compared with control, most notably *ANGPTL4* and *VEGF* (Figure 7G); these results were confirmed by quantitative PCR (qPCR) (Figure 7H). While the levels of the mRNA transcripts of these angiogenic genes remained modestly elevated in hypoxic cells cultured in the presence of 32-134D compared with controls, they were substantially reduced compared with cells cultured in hypoxia. Indeed, treatment of hypoxic MIO-M1 cells with 32-134D resulted in a reduction in the Euclidean distance between control and hypoxic cell angiogenic gene expression from 73 to 31 (a reduction of 58%), suggesting that 32-134D can help normalize the expression of HIF-regulated angiogenic genes in hypoxic Müller cells.

### 32-134D inhibits the expression of HIF-regulated genes in vascular endothelial cells.

Vascular endothelial cells also secrete angiogenic mediators that contribute to the progression of diabetic eye disease (13). Exposure of HUVECs to hypoxia induced both HIF-1α and HIF-2α protein accumulation, which was also inhibited by 32-134D (Figure 8A). To assess the effects of 32-134D on angiogenic gene expression in HUVECs, we again used the mRNA angiogenesis array and compared HUVECs cultured in hypoxia in the absence or presence of 32-134D (Figure 8B). Over a dozen angiogenic genes were upregulated in HUVECs cultured in hypoxia compared with control, including *ANGPTL4* and *VEGF* (Figure 8C), similar to what was observed with MIO-M1 cells. The results for *VEGF* and *ANGPTL4* were confirmed by qPCR (Figure 8D).

ANGPT2 and VE-PTP, two emerging targets for the treatment of diabetic eye disease, are both expressed specifically by vascular cells (45, 46). Treatment of HUVECs with hypoxia resulted in increased expression of *ANGPT2* and *PTPRB* mRNA, which was inhibited by 32-134D (Figure 8E). Similar results were obtained for the recently identified HIF-2–dependent vascular cell–specific paracrine angiogenic mediator PAI-1 (13) (Figure 8F). Similarly to what occurs with MIO-M1 cells, treatment of hypoxic HUVECs with 32-134D resulted in a reduction in the Euclidean distance between control and hypoxic cell angiogenic gene expression from 209 to 35 (a reduction of 83%). Collectively, these results demonstrate that 32-134D can effectively inhibit the hypoxia-induced accumulation of both HIF-1α and HIF-2α and the expression of the key angiogenic genes they regulate in multiple cell types.

### 32-134D inhibits HIF accumulation and expression of HIF-regulated genes in human-inducible pluripotent stem cell–derived 3D retinal organoids.

To assess the therapeutic potential of 32-134D for diabetic patients, we next treated human induced pluripotent stem cell–derived (hiPSC-derived) 3D retinal organoids. It has been previously reported that retinal organoids cultured under hypoxic conditions (1% O_2_) behave similarly to ischemic human retinal tissue with increased accumulation of both HIF-1α and HIF-2α (14). By 120 days of differentiation (D120), the inner and outer retinal layers of retinal organoids are clearly defined (Figure 9, A and B) and contain the precursors of the major retinal cell types, including outer retina photoreceptors (expressing recoverin), few newly differentiating bipolar cell precursors (lacking expression of recoverin and Pax6), and amacrine cells (expressing high levels of Pax6) as well as Müller cells (expressing CRALBP; Figure 9, C and D). Treatment of D120 retinal organoids cultured in 1% O_2_ with 32-134D effectively prevented accumulation of HIF-1α and HIF-2α protein (Figure 9E) and expression of HIF-regulated vasoactive mediators (Figure 9, F and G).

### Systemic administration of a well-tolerated dose of 32-134D inhibits HIF and HIF-regulated gene expression and effectively treats retinal vascular disease in mice.

Systemic administration of 32-134D by i.p. injections for 5 consecutive days at doses up to 80 mg/kg body weight has previously been reported to be well tolerated by adult mice, with no evidence of changes in appearance, behavior, body weight, hemoglobin, or hematocrit (44). Examination of the eyes from adult mice 1 month following 5 consecutive i.p. injections of 40 or 80 mg/kg 32-134D revealed a normal-appearing fundus without evidence of retinal vascular injury or leakage on fluorescein angiogram (Figure 10A). OIR mice treated with a single i.p. injection with as little as 20 mg/kg of 32-134D demonstrated a reduction in HIF-1α and HIF-2α protein accumulation (Figure 10B) at their respective peak expression at P13 and P14, respectively (14). Treatment of mice with 5 consecutive (P12–P16) i.p. injections with 20 mg/kg 32-134D resulted in a marked reduction in the mRNA expression of key HIF-regulated vasoactive mediators (Figure 10C), including those specifically expressed by vascular cells (Figure 10D). Similar results were observed in STZ mice that were hyperglycemic for 9 months and treated with 5 consecutive days of i.p. injections with 40 or 80 mg/kg 32-134D (Supplemental Figure 3). Accordingly, 5 consecutive days of i.p. injections with 20 mg/kg of 32-134D resulted in a marked reduction in retinal NV in OIR mice (Figure 10E).

### Intraocular administration of 32-134D does not affect retinal histology or function.

To reduce the risk of systemic side effects while optimizing the delivery of drugs to retinal tissue, therapies for ocular vascular disease are often administered by intravitreal injection. Therefore, we assessed whether 32-13D caused retinal toxicity following intraocular administration. To this end, we examined ERGs up to 5 weeks following a single intraocular injection of increasing doses (70, 140, 210, and 350 ng) of 32-134D, similarly to what was performed for acriflavine. Unlike with acriflavine, we did not observe any evidence of retina toxicity on ERGs at any of the doses of 32-134D tested (Figure 11A). Close examination of the eyes from mice treated with intraocular administration of 32-134D revealed normal histology, including a normal-appearing GCL (Figure 11B) 35 days following an intraocular injection with 210 or 350 ng of 32-134D. Quantitation of RGCs on retinal flat mounts demonstrated that the number of RGCs was unaffected by administration of 32-134D at the highest doses tested (Figure 11C). Similarly, careful measurements of the outer nuclear layer (ONL) or INL thickness 5 weeks after a single dose of 350 ng failed to demonstrate any changes compared with vehicle control (Figure 11D).

### Intraocular administration of 32-134D results in a sustained effective drug concentration in retinal tissue following a single injection.

To determine the appropriate dosing for intraocular administration of 32-134D in mice, we first examined its IC_50_ in MIO-M1 cells. Quantitation of immunoblots of HIF-1α protein accumulation in 32-134D–treated MIO-M1 cells cultured in hypoxia demonstrated an IC_50_ of 3.5 μM (Figure 12, A and B). To examine the pharmacokinetics of 32-134D in the neurosensory retina following intraocular administration, we employed liquid chromatography and tandem mass spectrometry (LC-MS/MS) to quantify the concentration of 32-134D in retinal tissue over 14 days following a single 70 ng intraocular injection of 32-134D (see Methods and Supplemental Methods, *Mouse pharmacokinetics*, for calculation of all parameters). The C_max_ achieved was 19.1 nmol/g at day 1 with apparent monoexponential decline. The total exposure (area under the curve [AUC_last_]) was 72.3 nmol × d/g. The concentration of 32-134D in the neurosensory retina exceeded the calculated in vitro IC_50_ of 3.5 μM for 5.25 days (Figure 12C). The t_1/2_ was not reportable due to the poor correlation coefficient (*r^2^* = 0.35).

To assess whether a higher dose of 32-134D could facilitate less frequent administration, pharmacokinetic analysis of 32-134D following intraocular administration was performed using a dose of 280 ng. Using LC-MS/MS to quantify the concentration of 32-134D in retina tissue over 14 days following a single intraocular injection of 280 ng, the C_max_ was 18 nmol/g in the neurosensory retina (Figure 12D), similar to the level achieved with 70 ng. However, the AUC_last_ was 147 nmol × d/g through 14 days, and the concentration of 32-134D in the neurosensory retina exceeded the in vitro IC_50_ of 3.5 μM for 11.7 days, both equating to double the effects of the 70 ng dose (Figure 12D). The t_1/2_ was 1.8 days at 280 ng.

### Gene expression changes following intraocular administration of 32-134D.

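Bulk RNA-Seq was performed on the neurosensory retina of 9 C57BL/6 mice at P17, with 3 mice in each of 3 groups. In the oxygen-induced retinopathy (OIR) model, pups are exposed to hyperoxia and returned to room air at P12, and the resulting ischemia promotes retinal NV. Control mice were kept in room air (non-OIR), OIR mice were injected with vehicle at P12, and treated OIR mice were injected at P12 with the paper's small-molecule inhibitor of the hypoxia-inducible factors HIF-1 and HIF-2. The dose is 70 ng/μL in the paper, while the sample labels give 70 ng. The labels also give DMSO, the vehicle, for the control mice, which the paper does not state for them. The mice are referred to here by the replicate numbers of their labels, which are 1, 6, and 7 for control, 3, 5, and 6 for OIR, and 2, 5, and 10 for treated OIR. These are numbers of separate animals and do not pair mice across groups.

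The authors deposited whole-number counts per gene without normalization, with 1 column per mouse. The aligner, the counting tool, and whether counting used strand are not stated in the paper's text, and 98.3% of the gene identifiers shared with GENCODE M21 have the same position there, so coordinates are given on GRCm38. Total counts were 27213184, 20034568, and 16864135 in control mice 1, 6, and 7, 18556723, 20388612, and 21071371 in OIR mice 3, 5, and 6, and 18526445, 16028731, and 18560178 in treated OIR mice 2, 5, and 10. Crystallin genes held 15.75% of the counts of treated OIR mouse 2 (95% Wilson interval 15.74% to 15.77%, which covers counting error alone) and at most 0.183% in any other mouse (interval 0.181% to 0.185%). By the counts of Xist and Y chromosome genes, 1 control mouse, 1 OIR mouse, and 2 treated OIR mice were female.

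From these counts, all 9 mice were fitted together with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which left 17540 genes. A differentially expressed gene (DEG) had an adjusted p below 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1. For the statistics of its RNA sequencing the paper refers to its Methods, whose text as read here does not name the test or the thresholds behind the DEGs. Its Supplemental Methods were not used here and may name them. The estimated spread between mice differed by group, with a biological coefficient of variation of 0.261 in control, 0.232 in OIR, and 0.363 in treated OIR mice, and of 0.152 in treated OIR mice when mouse 2 was left out. The fit shares 1 estimate of spread per gene across all groups.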

To assess its effects on gene expression, we performed RNA-Seq analysis at P17, 5 days following a single intraocular injection of 32-134D (70 ng/μL) in OIR mice at P12. 

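Between the 3 OIR mice and the 3 control mice, 20 genes were upregulated and 33 were downregulated in edgeR's quasi-likelihood test over all 9 mice. An adjusted p below 0.05 was reached by 165 genes without the limit on fold change, and an unadjusted p below 0.05 by 4173. The count depended strongly on the method and on the mice fitted. DESeq2 fitted to these 6 mice alone moved it most, with 245 upregulated and 743 downregulated genes. EdgeR on these 6 mice alone gave 137 and 634, and edgeR without treated OIR mouse 2 gave 178 and 723. The common biological coefficient of variation was 0.291 over all 9 mice, 0.243 over these 6, and 0.232 without mouse 2. The OIR and control mice were the same in all these fits, so including treated OIR mouse 2 lowered the edgeR count. Without treated OIR mouse 5 or 10 it was 0 and 0, or 23 and 75. Of the 20 and 33 DEGs, 19 and 33 were also DEGs in that DESeq2 fit.

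The largest rises among DEGs whose values did not overlap between the groups were in Apln, Adm, and Ndufa4l2. Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853), which encodes the peptide apelin, rose from a log2 CPM of 2.56 ± 0.77 (SD, n = 3) in control to 5.53 ± 0.41 (SD, n = 3) in OIR mice, a log2 fold change of 2.91 (standard error 0.41, edgeR adjusted p = 0.0407). For Adm (ENSMUSG00000030790, chromosome 7, 110627661 to 110629820), which encodes adrenomedullin, the log2 fold change was 2.84 (standard error 0.53, edgeR adjusted p = 0.0496). Ndufa4l2 (ENSMUSG00000040280, chromosome 10, 127514967 to 127517154) had a log2 fold change of 2.13 (standard error 0.35, edgeR adjusted p = 0.0408). Adm overlaps the annotated gene Gm28863 and Ndufa4l2 overlaps Shmt2, so their counts are uncertain where counting ignored strand.

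The largest falls were in Mafa (ENSMUSG00000047591, chromosome 15, 75745490 to 75748228), Ppp1r17 (ENSMUSG00000002930, chromosome 6, 56017497 to 56032689), and Stum (ENSMUSG00000053963, chromosome 1, 180432387 to 180483504), which overlaps Gm37984. Their log2 fold changes were -3.15 (standard error 0.52), -3.07 (standard error 0.53), and -2.58 (standard error 0.42), with edgeR adjusted p of 0.0408, 0.0450, and 0.0407. Ppp1r17 had a log2 CPM of 4.40 ± 0.20 (SD, n = 3) in control and 1.35 ± 0.41 (SD, n = 3) in OIR mice. When each of the 9 mice was left out in turn, the number of DEGs ranged from 0 to 178 upregulated and from 0 to 723 downregulated, and in 7 of these fits no gene was a DEG, although 2845 to 4140 genes had an unadjusted p below 0.05.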

Transcriptional analysis of neurosensory retinal tissue from P17 OIR mice demonstrated 250 upregulated and 768 downregulated differentially expressed genes (DEGs) compared with non-OIR control mice (Figure 13, A and B). 

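In treated OIR mice compared with control mice, 2 genes were upregulated and 1 was downregulated in the fit of all 9 mice, and 3262 genes had an unadjusted p below 0.05. DESeq2 fitted to these 2 groups alone gave 71 and 51, and edgeR fitted to them alone gave 0 and 0 with 2618 genes at an unadjusted p below 0.05. The upregulated genes were Apln, with a log2 fold change of 3.79 (standard error 0.42, edgeR adjusted p = 0.0490), and Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), with a log2 fold change of 1.43 (standard error 0.17, edgeR adjusted p = 0.0490). Both were also upregulated DEGs of OIR mice. The downregulated gene was Gm28661 (ENSMUSG00000102070, chromosome 1, 24614885 to 24615565), annotated as an unprocessed pseudogene, so its counts are uncertain because reads can be shared with a near-identical copy. Its log2 fold change was -1.03 (standard error 0.11, edgeR adjusted p = 0.0490). In OIR mice it fell nearly as much against control, at -0.92 (standard error 0.11, edgeR adjusted p = 0.0380), so only the limit on the fold change kept it from being a DEG there, and no downregulated DEG was shared by the 2 comparisons with control.

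In the direct comparison of treated OIR mice with OIR mice, 0 genes were DEGs in either direction, and 823 of 17540 genes had an unadjusted p below 0.05. DESeq2 on these 2 groups alone gave 6 upregulated and 46 downregulated genes.

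Across the 20 upregulated DEGs of OIR mice, the treated OIR log2 fold changes against control had a slope of 0.82 on the OIR log2 fold changes, and across the 33 downregulated DEGs the slope was 0.46. These slopes are across genes, which are not independent replicates. Of the upregulated DEGs, 15 had a smaller change in treated OIR mice, as did 33 of the downregulated DEGs. By mouse, the slopes for upregulated genes were 0.96, 0.76, and 0.66 in treated OIR mice 2, 5, and 10, and 0.94, 0.92, and 1.07 in OIR mice 3, 5, and 6. For downregulated genes they were 0.62, 0.52, and 0.28 in treated OIR mice and 0.84, 0.91, and 0.99 in OIR mice, the mice in which these genes were selected. Over the 245 upregulated DEGs of DESeq2 on the 2 groups, slopes were 1.25, 0.46, and 0.24 in treated OIR mice and 0.77, 0.92, and 1.26 in OIR mice. Over its 743 downregulated DEGs they were 1.34, 0.48, and 0.19 in treated OIR mice and 0.77, 0.90, and 1.27 in OIR mice. In these larger sets treated OIR mouse 2 lay near or above the highest OIR mouse.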

Treatment with a single intraocular injection of 32-134D resulted in a marked reduction in both upregulated (73; 71% reduction) and downregulated (52; 93% reduction) DEGs compared with non-OIR (control) mice (Figure 13, B and C). Gene ontology (GO) analysis revealed over 2 dozen biological processes enriched by the 250 upregulated DEGs in OIR mice compared with control mice (Figure 13D). 

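Of the 20 genes upregulated in OIR mice over all 9 mice fitted together, 19 are annotated as protein coding. Their median log2 fold change was 1.37 against control in OIR mice and 0.89 in treated OIR mice. The GO annotation behind the enrichment was not used here, so the enrichment was not computed.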

Among the biological processes that were significantly enriched (FDR < 0.05) were inflammation, angiogenesis, hypoxia, and vasculogenesis. These processes have previously been implicated in pathological angiogenesis in the OIR model and include many genes regulated by HIF-1 and HIF-2. 

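The genes that Figure 13E shows for these processes, 15 for inflammation, 14 for angiogenesis, 12 for hypoxia, and 7 for vasculogenesis, were selected in the paper as upregulated in these same mice, so their rise in OIR mice is not an independent test of it. Each mouse was given a score for each list, the mean log2 CPM over its genes. The inflammation score was higher by 1.60 in OIR than in control mice, where the SD between mice was 0.46 in OIR and 0.52 in control (n = 3 each). The angiogenesis score was higher by 1.68 (SD 0.32 and 0.46), the hypoxia score by 1.64 (SD 0.60 and 0.43), and the vasculogenesis score by 1.38 (SD 0.15 and 0.29). For all 4 processes every OIR mouse lay above every control mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow).

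A rotation gene set test (fry) on the edgeR fit, with adjustment over 18 tests, gave an adjusted p of 0.0264 for inflammation, 0.0177 for angiogenesis, 0.0246 for hypoxia, and 0.0177 for vasculogenesis. Of the single genes, 1 of the inflammation genes and 3 in each of the other lists were DEGs in the fit of all 9 mice. Within the 1 female mouse of each group, the score of all 37 genes was higher by 0.90 in OIR than in control, and within the 2 male mice of each group it was higher by 1.93.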

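All 37 genes of Figure 13E had higher values in OIR than in control mice, with log2 fold changes from 1.03 to 4.00 and a median of 1.25. Of these, 5 had an adjusted p below 0.05 over all genes and 28 with adjustment over the 37 alone, which is no independent test because the list was chosen on these mice. In treated OIR mice compared with control, 35 of the 37 remained higher, with a median log2 fold change of 1.09. The list was chosen against these same control mice, so part of this rise may come from that choice. How large a rise the choice alone would give was not tested. Compared directly with OIR mice, 25 genes were lower and 12 were higher in treated OIR mice, with a median of -0.21. None of the 37 reached an adjusted p below 0.05 in this direct comparison in edgeR's quasi-likelihood test, and 7 had an unadjusted p below 0.05. Over the 20 alternatives this last number was between 1, without OIR mouse 6, and 19, both with limma-voom and without treated OIR mouse 2. With adjustment over the 37 genes alone, 1 gene passed, Calca (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357), at a log2 fold change of -2.64 (standard error 0.50). Calca was also the 1 gene of the 37 that passed over all genes in the direct comparison with DESeq2, on the 2 groups (log2 fold change -2.63, standard error 0.52, DESeq2 adjusted p = 0.000468) and on all 9 mice, and it passed in none of the other 18 alternatives, where the highest edgeR adjusted p was 1. Its log2 CPM was 1.82 ± 0.49 (SD, n = 3) in control, 3.20 ± 0.69 (SD, n = 3) in OIR, and 0.63 ± 0.72 (SD, n = 3) in treated OIR mice. The treated mean was thus below the control mean, by a log2 fold change of -1.18 (standard error 0.49, edgeR adjusted p = 0.245). Of the 5 genes that were DEGs in OIR mice, Bmpr1b, Cav1, and Kdr were lower in treated OIR mice by log2 fold changes of -0.21, -0.39, and -0.41, and Adm and Apln were higher by 0.64 and 0.88, all with an edgeR adjusted p of 1. Without treated OIR mouse 2 the value for Adm was -0.02.

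The mean log2 CPM over the 37 genes, relative to the control mean, was 1.34, 1.34, and 2.07 in OIR mice 3, 5, and 6, and 2.05, 0.88, and 0.63 in treated OIR mice 2, 5, and 10. The treated OIR mean was lower than the OIR mean by a difference of -0.40, within the spread between mice (SD 0.76 and 0.42; two-sided exact permutation test, p = 0.5). By process, the difference between treated OIR and OIR mice was -0.82 for inflammation (exact permutation p = 0.3), -0.30 for angiogenesis (exact permutation p = 0.6), -0.19 for hypoxia (exact permutation p = 0.6), and -0.04 for vasculogenesis (exact permutation p = 0.8). The angiogenesis difference changed direction, to 0.11, when the median over genes was used in place of the mean. With single mice left out, the angiogenesis difference in the mean ranged from -0.74, without treated OIR mouse 2, to -0.06. The hypoxia difference then ranged from -0.78 to 0.15 and the vasculogenesis difference from -0.16 to 0.07.

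The mice of the treated group differed from one another. In treated OIR mouse 2, which carried the crystallin counts, 14 of the 37 genes were above every OIR mouse and 3 were within or below the range of the controls. In mice 5 and 10, 6 and 3 genes were above every OIR mouse, and 10 and 18 were within or below the control range. Without mouse 2, the difference in the 37-gene score between treated OIR and OIR mice was -0.83 (two-sided exact permutation test, p = 0.1). So few mice allow no lower p in this test. By process, without mouse 2, the exact permutation p was 0.1 for angiogenesis and inflammation, 0.2 for hypoxia, and 0.4 for vasculogenesis. With each of the 6 mice left out in turn, the 37-gene difference lay between -0.83 and -0.12. Among female mice (1 OIR, 2 treated OIR) the difference was 0.12, and among male mice (2 OIR, 1 treated OIR) it was -1.07. The treated females were mice 2 and 5, at 2.05 and 0.88 from the control mean, and the OIR female was mouse 3, at 1.34. Mouse 5 was thus below the OIR female and mouse 2 above it, so this split cannot separate sex from mouse 2.

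Against control, treated OIR mice had higher expression of the 37 genes (edgeR fry, adjusted p = 0.0445), of the angiogenesis genes (edgeR fry, adjusted p = 0.0220), and of the vasculogenesis genes (edgeR fry, adjusted p = 0.0177). Hypoxia (edgeR fry, adjusted p = 0.0541) and inflammation (edgeR fry, adjusted p = 0.141) did not pass in the same test. All these lists were chosen against the same control mice, so the tests against control are not independent of that choice. With edgeR on the 2 groups compared, the fry adjusted p was 0.0747 for the 37 genes and 0.0414 for both angiogenesis and vasculogenesis. For the 37 genes, it was 0.0714 with sex and 0.0689 with a lens gene score as a covariate, 2 settings chosen after seeing the data. When each mouse was left out in turn, it lay between 0.0345 and 0.140 for the 37 genes. In those fits it lay between 0.0241 and 0.0829 for angiogenesis and between 0.0167 and 0.0717 for vasculogenesis. Between treated OIR and OIR mice none of the 4 processes passed in edgeR fry, with adjusted p from 0.276 to 0.740.

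**Figure D1:**
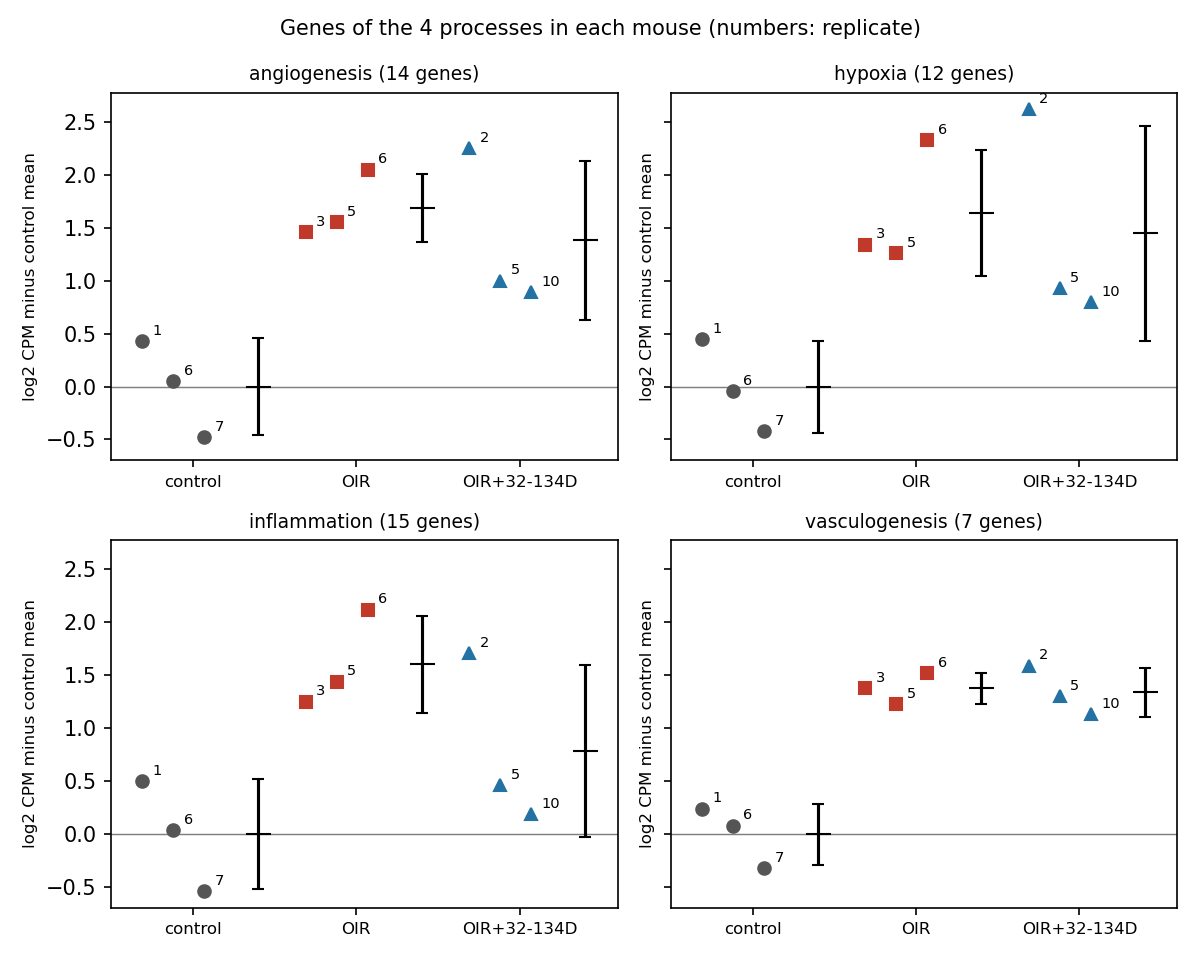
Mean log2 CPM of the genes of each of the 4 processes in each mouse (y axis, relative to the mean of the control mice) by group (x axis), with treated OIR mice on the right, 1 point per mouse numbered by replicate, and the mean ± SD of 3 mice in black. For inflammation, treated OIR mice 5 and 10 lie at 0.46 and 0.19 and mouse 2 at 1.71, while the OIR mice lie between 1.25 and 2.12.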

A heatmap of the top 37 upregulated DEGs in OIR mice compared with control (non-OIR) mice demonstrated that treatment with 32-134D resulted in normalization of these 4 identified biological functions (Figure 13E). These data demonstrate that treatment with 32-134D helps normalize the expression of myriad HIF-regulated genes that influence numerous biological processes and collectively contribute to the development of retinal NV in ischemic retinal disease.

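The paper names 9 HIF-regulated vasoactive mediators and receptors in its other experiments, and their expression was read from the same retinas. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had a log2 CPM of 6.92 ± 0.09 (SD, n = 3) in control, 7.85 ± 0.08 (SD, n = 3) in OIR, and 8.26 ± 0.51 (SD, n = 3) in treated OIR mice. It was higher in OIR than in control mice by a log2 fold change of 0.94 (standard error 0.22, edgeR adjusted p = 0.0676), and in treated OIR than in OIR mice by 0.47 (standard error 0.22, edgeR adjusted p = 1). With edgeR on the OIR and control mice alone, Vegfa had an adjusted p of 0.008. By mouse, its log2 CPM was 8.85, 7.98, and 7.96 in treated OIR mice 2, 5, and 10, and 7.85, 7.94, and 7.78 in OIR mice, so that no treated mouse was below an untreated OIR mouse.

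Kdr, the gene of VEGF receptor 2 (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458), rose in OIR mice by a log2 fold change of 1.10 (standard error 0.17, edgeR adjusted p = 0.0407), and its fold change between treated OIR and OIR mice stayed between -0.51 and -0.27 when each mouse was left out in turn. Angpt2 and Angptl4 were higher in treated OIR than in OIR mice by 0.72 (standard error 0.34) and 0.42 (standard error 0.41), and Pdgfb and Epo by 0.61 and 0.80. In OIR against control mice, Angpt2, Angptl4, Pdgfb, and Epo were higher by 0.68, 0.67, 0.23, and 1.26. None of these 4 rises passed, with edgeR adjusted p from 0.26 to 0.737. The rise of Pdgfb ranged from -0.13 to 0.50 when each mouse was left out in turn. Ptprb was lower in OIR than in control mice, by a log2 fold change of -0.83 (standard error 0.59, edgeR adjusted p = 0.428), and higher in treated OIR than in OIR mice by 0.41, a move back toward control. Mmp2 was higher in OIR than in control mice by 0.39 and lower in treated OIR than in OIR mice, at -0.41. When each mouse was left out in turn, the differences between treated OIR and OIR mice kept their direction but varied in size. They ranged from 0.14 to 0.62 for Vegfa, 0.31 to 0.93 for Angpt2, and 0.22 to 0.58 for Angptl4. The ranges were 0.33 to 0.96 for Pdgfb, 0.20 to 1.25 for Epo, 0.08 to 0.91 for Ptprb, and -0.50 to -0.33 for Mmp2. Between treated OIR and OIR mice each of these genes had an edgeR adjusted p of 1. Angpt2, Pdgfb, Ptprb, Epo, and Hif1a overlap other annotated genes, so their counts are uncertain where counting ignored strand. Hif1a and Epas1, which encode HIF-1α and HIF-2α, differed by -0.03 and -0.03 between treated OIR and OIR mice; with limma-voom the values were 0.02 and 0.04. These are mRNA values, and protein was not measured in this experiment.

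Averaged over the 9 genes, the score was higher in OIR than in control mice by 0.73 (SD 0.13 and 0.57) and higher in treated OIR than in OIR mice by 0.26 (SD 0.15 and 0.13), with every treated OIR mouse above every OIR mouse (two-sided exact permutation test, p = 0.1, again the smallest possible). The latter difference was 0.23 among female and 0.22 among male mice, and its gene set test had an adjusted p of 0.522 (edgeR fry). Against control the gene set test of the 9 genes passed in OIR mice (edgeR fry, adjusted p = 0.0246) and in treated OIR mice (edgeR fry, adjusted p = 0.0188). It passed in neither without control mouse 6 or without control mouse 7, and in OIR mice it also did not pass without OIR mouse 3 or without OIR mouse 6. With adjustment over the 9 genes alone, 2 genes passed between OIR and control mice, 3 between treated OIR and control mice, and 0 between treated OIR and OIR mice, where 1 had an unadjusted p below 0.05. Over all genes these counts were 1, 0, and 0 with edgeR on all 9 mice and 2, 0, and 0 with edgeR on the 2 groups compared, where 5 and 1 genes of the latter 2 comparisons had an unadjusted p below 0.05. With DESeq2 on the 2 groups they were 3 (Vegfa and Kdr, higher in OIR than in control mice, and Ptprb, lower), 3 (Vegfa, Kdr, and Angpt2, each higher in treated OIR than in control mice), and 0, with 3 genes at an unadjusted p below 0.05 in the last. From the smaller number of DEGs against control and the heatmap of Figure 13E, the paper concludes that treatment helps normalize HIF-regulated genes that contribute to retinal NV.

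**Figure D2:**
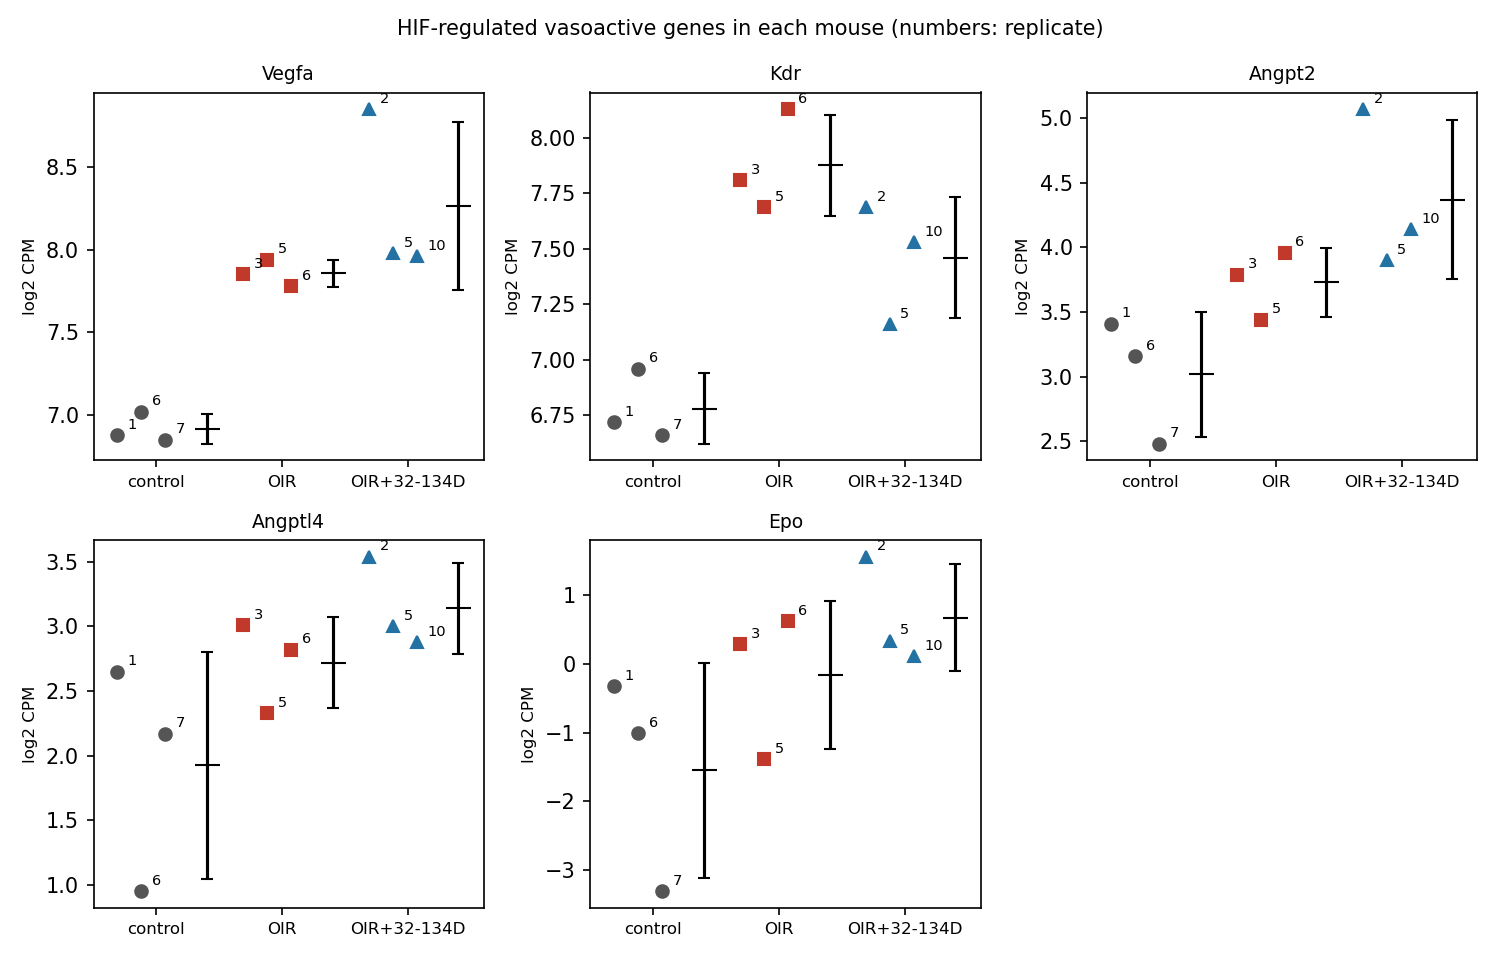
Log2 CPM (y axis) of 5 HIF-regulated vasoactive genes by group (x axis), with treated OIR mice on the right, 1 point per mouse numbered by replicate, and the mean ± SD of 3 mice in black. Kdr lies at 7.69, 7.16, and 7.53 in treated OIR mice 2, 5, and 10 and between 7.69 and 8.13 in OIR mice, while Vegfa lies between 7.96 and 8.85 and between 7.78 and 7.94.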

### Intraocular administration of 32-134D reduces retinal NV and vascular hyperpermeability in mouse models of diabetic eye disease.

We next determined whether the modest but broad reduction in HIF-regulated gene expression following intraocular administration of 32-134D could affect retinal pathology. To this end, we performed a single intraocular injection with 32-134D at P12 and examined retinal NV at P17 in OIR mice. A single intraocular injection with 32-134D (14 ng) at P12 effectively reduced the accumulation of both HIF-1α and HIF-2α at their peak expression at P13 and P14, respectively (14) (Figure 14A). This, in turn, resulted in a moderate reduction in *Vegfa* mRNA expression (Figure 14B), but was sufficient to inhibit the development of retinal NV at P17 (by almost 75%) in OIR mice (Figure 14C), which was similar to what was observed with aflibercept (Figure 14D) at a dose equivalent to what is being used for newborns with retinopathy of prematurity (ROP) (47). This could be explained by the moderate reduction of a broad group of other key HIF-regulated angiogenic genes, including *Kdr*, *Angptl4*, *Epo*, and *Serpine1* (Supplemental Figure 4). Moreover, increasing the dose of 32-134D to 280 ng further inhibited the development of retinal NV (by approximately 85%) at a dose that was safe in treated mice (Figure 14E). Treating STZ mice that were hyperglycemic for 9 months with a single intraocular injection with 70 ng 32-134D also effectively inhibited vascular hyperpermeability (Figure 14F). Collectively, these data demonstrate that 32-134D is a safe and effective inhibitor of HIF activity, HIF-regulated gene expression, and, in turn, retinal vascular pathology (Supplemental Figure 5), with a wide therapeutic window following intraocular administration and that it may be more effective than current anti-VEGF therapies.

## Discussion

While anti-VEGF therapies have had a remarkable impact on the treatment of both PDR and DME, not all patients respond adequately despite monthly treatment, highlighting the importance of identifying new therapies for the prevention or treatment of diabetic eye disease. One approach for those patients who respond inadequately to current anti-VEGF agents is to design treatment modalities that inhibit VEGF more efficiently. However, these efforts may have unwanted consequences, given the proposed physiologic role of VEGF for the health of the neurosensory retina (48). An alternative approach has been the development of therapies targeting additional vasoactive mediators that could be used alone or in combination with current anti-VEGF drugs. While this approach has shown promise, the redundancy of vasoactive mediators in diabetic eye disease may limit the efficacy of therapies targeting a small subset of these factors. Indeed, we observed an increase in the levels of multiple angiogenic factors in patients with PDR or with NPDR and DME; importantly, these vasoactive mediators remained elevated despite treatment with anti-VEGF therapy. Determining which angiogenic mediators would be most effective as therapeutic targets for PDR or DME without compromising the health of the neurosensory retina remains an ongoing challenge.

Here, we explore a third strategy to more effectively treat patients with diabetic eye disease: to normalize the expression of multiple vasoactive factors back to their physiologic levels by inhibiting the transcriptional regulators that promote their pathologic increased expression (Supplemental Figure 5). Using animal models for ischemic retinal disease or for sustained hyperglycemia, we provide evidence that the transcription factors HIF-1 and HIF-2 regulate the expression of a broad spectrum of vasoactive mediators that have been implicated in diabetic eye disease. Pharmacologic inhibition of HIFs reduced the levels of these vasoactive factors to close to their baseline levels, preventing pathological angiogenesis without compromising the physiologic roles of these secreted proteins.

Interestingly, we observed that accumulation of HIF-1α in hyperglycemic mice occurs prior to — and independently of — the development of retinal ischemia (or hypoxia). Increased HIF expression in hyperglycemic mice was necessary to promote the expression of the HIF-regulated vasoactive mediators that promote vascular hyperpermeability. We have also recently reported that transient episodes of low glucose, as occurs in patients initially started on insulin treatment or those with high glycemic variability, result in the accumulation of HIF-1α independently of hypoxia (49). The accumulation of HIF-1α (and HIF-regulated vasoactive mediators) in hypoglycemia was markedly increased in the setting of even modest hypoxia. Collectively, these observations suggest that therapies directed against HIFs could be an effective approach to preventing the development or progression of early diabetic eye disease and demonstrate how targeting HIFs could effectively treat vascular permeability in patients with DME.

It has recently been reported that selective targeting of HIF-2 can inhibit retinal NV in the OIR mouse model of ischemic retinal disease (13, 14). It was further reported that expression of HIF-2α — but not HIF-1α — in vascular cells promotes the expression of PAI-1, an essential autocrine angiogenic factor in patients with PDR (13). It is therefore tempting to speculate that HIF-2–specific inhibition with belzutifan, recently approved by the FDA for the treatment of renal cell carcinoma in patients with von Hippel–Lindau disease, may be an effective approach for the treatment of ocular neovascular disease, including diabetic eye disease. However, using tissue from human eyes as well as hiPSC-derived retinal organoids, we reported that there is a redundancy of HIF-1α and HIF-2α expression in ischemic retina (14). While vascular cell expression of PAI-1 has been reported to be dependent on HIF-2 (13), Müller glial cell expression of ANGPTL4 was dependent on HIF-1 and expression of VEGF was dependent on both HIF-1 and HIF-2 (14). This suggests that targeting both HIF-1 and HIF-2 may be the most effective approach for blocking the expression of a broad spectrum of vasoactive mediators in patients with diabetic eye disease.

Several groups investigating the therapeutic potential of HIF-1 and HIF-2 inhibitors for the treatment of ocular vascular disease have focused on 3 pharmacologic inhibitors: digoxin, doxorubicin, and acriflavine, identified in drug screens performed 15 years ago (36, 40, 50). While an effective research tool, safely translating the cardiac glycoside digoxin to patients with ocular disease has proven to be challenging due in part to its complex pharmacokinetic profile and narrow therapeutic index (39). Indeed, intraocular administration of digoxin in rabbits at therapeutic doses has been reported to result in retinal toxicity (51, 52). Similar observations were made following intraocular administration of the chemotherapeutic agent doxorubicin (53, 54). Attention has therefore focused on acriflavine as the most promising of the 3 for the treatment of ocular vascular disease. Prior studies have demonstrated that acriflavine can effectively reduce retinal and choroidal NV in animal models using either intraocular or topical delivery (41). We demonstrate that free acriflavine can affect vascular hyperpermeability in diabetic mice for several months following a single intraocular administration. This prolonged biologic activity appears to be a consequence of its accumulation in the retina following intraocular administration, as has been previously reported (41, 55).

However, acriflavine is a fluorophore that intercalates into DNA and high–molecular weight RNA, raising concern for its safety for internal use in humans. Moreover, the DNA-damaging effects of acriflavine have been reported to be markedly increased in the presence of visible light exposure, a property directly linked to acriflavine’s DNA-intercalating properties (56), raising additional concerns about its use for the treatment of retinal disease. We report here that the accumulation of acriflavine in the retina in mice can cause retinal toxicity over time, with RGC loss at therapeutic doses. This appears to be due to off-target effects of acriflavine, as genetic reduction of HIF-1α or HIF-2α expression could not reproduce these results. Of note, the impact of the enhanced toxicity of acriflavine in the presence of visible light may be underestimated in the retinas of nocturnal animals, such as mice. While current efforts developing sustained-release formulations for acriflavine may help expand its therapeutic window (55, 57), these results raise concerns about its applications for the treatment of retinal diseases.

We therefore examined the safety and efficacy of an HIF inhibitor, 32-134D, which reproduces acriflavine’s inhibition of HIF-regulated genes, but is structurally distinct from acriflavine (44). Systemic administration of 32-134D has previously been reported to be very well tolerated by mice (44) at doses that we demonstrate prevent retinal NV without affecting normal retinal vasculature. Intraocular administration of a single dose of 32-134D inhibited HIF-1α and HIF-2α protein accumulation, thereby normalizing the expression of HIF-regulated vasoactive genes in mouse models of diabetic eye disease. These results were corroborated in hiPSC-derived 3D retinal organoids. Treatment of mice with a single intraocular injection of 32-134D effectively prevented the development of both retinal NV and vascular hyperpermeability at doses that did not affect the normal retinal histology or function. Interestingly, while C_max_ was not increased following an intraocular injection of 280 ng rather than 70 ng of 32-134D, there was a depot-like effect observed that more than doubled the time (from 5.25 to 11.75 days) during which 32-134D levels were above the IC_50_. This may facilitate an extended interval between injections for patients receiving intraocular injections with 32-134D in the clinic. Further studies are required to determine the optimal dose and frequency of treatment needed to achieve steady-state levels of 32-134D that are above its IC_50_.

By targeting both HIF-1 and HIF-2, we demonstrate that 32-134D effectively inhibited genes implicated in over 2 dozen biological processes, including inflammation, angiogenesis, hypoxia, and vasculogenesis, which have all previously been implicated in pathological angiogenesis in ischemic retinal disease. Among the angiogenic signaling cascades inhibited by 32-134D are the VEGF/KDR axis (currently targeted by the FDA-approved therapies for DME and PDR, ranibizumab, aflibercept, and brolucizumab, as well as the oncology drug bevacizumab, used off-label for the treatment of diabetic eye disease) as well as the ANGPT2/TIE2/VE-PTP cascade (currently targeted by faricimab, a bispecific antibody targeting both VEGF and ANGPT2 [refs. 58, 59], and AKB-9778, a subcutaneous VE-PTP inhibitor [refs. 60, 61]). By normalizing the expression of both the vasoactive mediator (e.g., VEGF and ANGPT2) and its downstream effectors (e.g., KDR and VE-PTP), 32-134D may effectively inhibit these pathways even though the levels of expression of these proteins do not fall significantly below their normal physiologic levels.

Treatment with 32-134D also inhibited the expression of many other angiogenic mediators that have been previously implicated in ischemic retinal eye disease (4) and may further contribute to the reduced response of some patients to current anti-VEGF therapies (13, 18, 62). This highlights a central advantage of therapies targeting HIFs over those therapies that target a specific vasoactive mediator regulated by HIFs: by modestly reducing the expression of a broad spectrum of angiogenic and hyperpermeability factors back to their physiological levels, 32-134D may effectively treat ischemic retinal eye disease while reducing the risk for adverse outcomes that can result from the chronic suppression of 1 or 2 vasoactive mediators to subphysiological levels. HIF inhibition may also be effective for retinal vascular diseases in which HIFs and/or retinal ischemia plays a central role, but for which anti-VEGF therapies have proven inadequate, including von Hippel–Lindau disease (63, 64), Coats disease (65, 66), Norrie’s disease (67, 68), and familial exudative vitreoretinopathy (FEVR) (69). Collectively, these results provide the foundation for the early clinical assessment for the use of 32-134D for the treatment of ocular vascular disease.

## Methods

### Cell culture and reagents.

MIO-M1, HUVECs, and ARPE19 cells were cultured in DMEM with 10% (vol/vol) FBS (Quality Biological) and 1% penicillin/streptomycin (Cellgro). A hypoxic chamber (Coy Laboratory Product Inc.; Two Glove Model) with 5% CO_2_, 94% N_2_, and 1% O_2_ gas concentration at 37°C was used to culture hypoxic cells. The control cells were cultured in an incubator maintained at 37°C, with 21% O_2_ and 5% CO_2_. Digoxin was purchased from Tocris (4583/50). Acriflavine was obtained from MilliporeSigma (8048-52-0). DMSO (472301-500ML) and Evans blue (E2129) were purchased from Sigma-Aldrich, and 4-(6-bromo-1H-indol-3-yl)-2-(7-bromo-1H-indol-3-yl)thiazole, designated 32-134D, was synthesized as previously described (44). Aflibercept was obtained from the Johns Hopkins University Pharmacy.

### Retinal organoids.

An hiPSC line derived from CD34^+^ cord blood was used in this study (A18945, Thermo Fisher Scientific) (70). Undifferentiated hiPSCs and derived retinal organoids were routinely tested for mycoplasma contamination by PCR. Cell culture, retinal differentiation, and organoid formation were conducted as previously described (71). Retinal organoids at D120 were used for experiments.

### Cell-based studies.

Please see details for all cell-based studies in Supplemental Methods.

### Animal studies.

Please see details for all animal studies in Supplemental Methods.

### Human tissue studies.

Please see details for all human tissue studies in Supplemental Methods.

Descriptions of antibodies (Supplemental Table 1) and primer sequences (Supplemental Table 2) used in this study can be found in Supplemental Methods. See supplemental material for full, uncut gels.

### Data availability.

All data will be made available upon request. RNA-Seq data have been deposited at NCBI’s Gene Expression Omnibus (GEO GSE229730). Values for all data points found in graphs can be found in the supporting data values file.

### Statistics.

Statistical analyses for the angiogenesis arrays and bulk RNA-Seq are described above. For all other cases, results are shown as mean ± SD or mean ± SEM from at least 3 independent experiments. Statistical analysis was performed with Microsoft Excel, version 16.0.16327.20248, or Prism, version 8.0, software (GraphPad). Statistical differences between 2 or multiple heterogenous groups were determined by unpaired Student’s *t* test or 1-way or 2-way ANOVA. Analysis of data was performed using Excel.

### Study approval.

All animal experiments were performed in accordance with the Animal Care and Use Program at Johns Hopkins University and were approved by the Institutional Animal Care and Use Committee (IACUC). All studies involving patients or patient tissue were approved by the Institutional Review Board of Johns Hopkins University School of Medicine. All participants provided written informed consent prior to enrolment in the study.

## Author contributions

AS is the primary contributor to research design. JZ, DS, AD, JS, BPA, KJ, MD, MFB, MWH, CG, SS, YH, and NMA were responsible for research execution and were contributors to data acquisition. AS, JZ, DS, AD, BPA, KJ, MD, MFB, MWH, CG, NMA, MAR, MVCS, JQ, GLS, and SM were the primary contributors to data analysis and interpretation. Manuscript preparation was by AS, with revisions provided by JZ, DS, MAR, MVCS, GLS, and SM.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
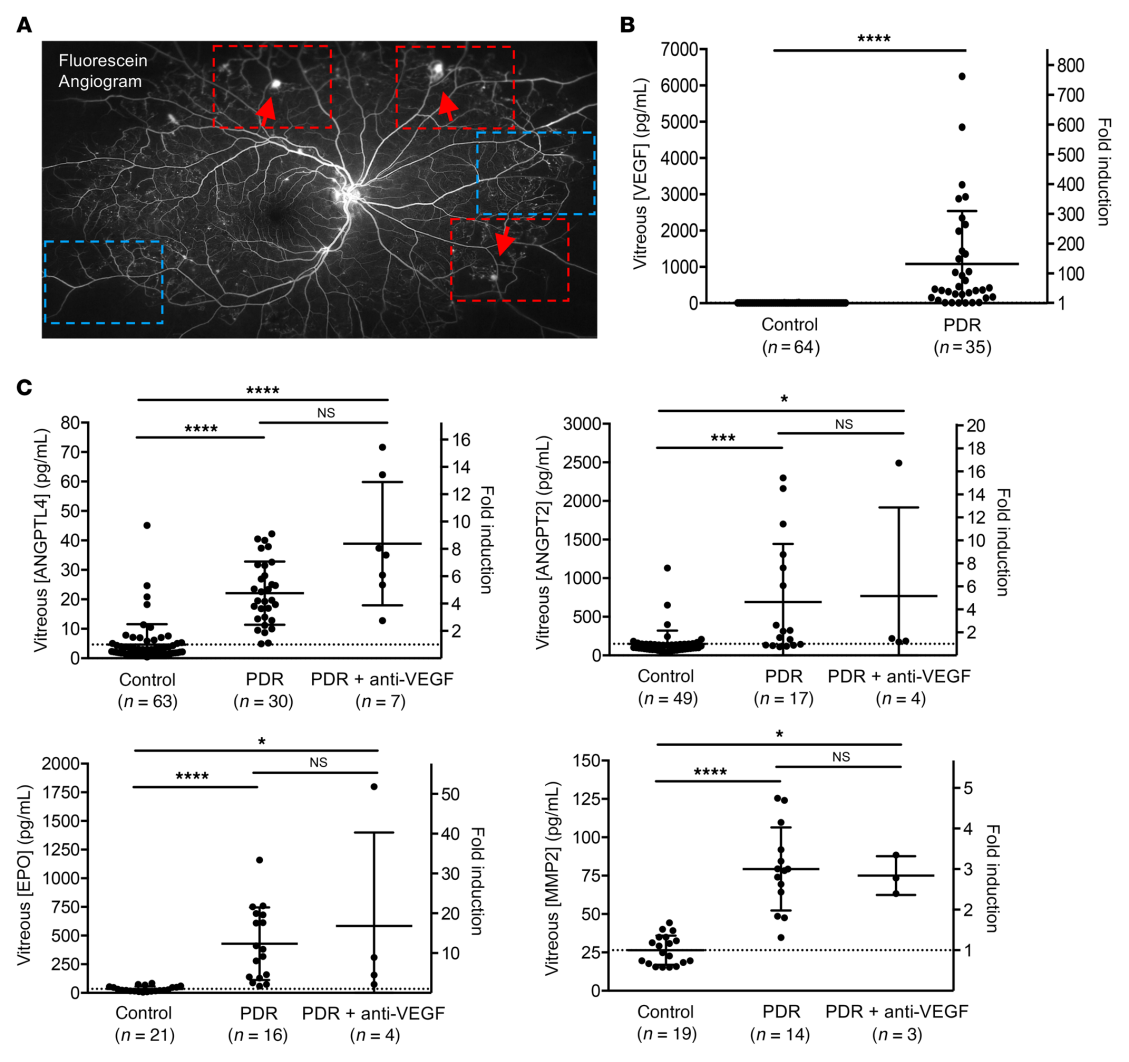
Vitreous expression of multiple HIF-dependent vasoactive mediators is unaffected by anti-VEGF therapy in PDR. (**A**) Fluorescein angiogram from a patient with PDR demonstrating areas of retinal nonperfusion with (red boxes) and without (blue boxes) retinal NV (red arrows). (**B**) Expression of VEGF in vitreous samples obtained from patients with PDR undergoing vitrectomy surgery who were treatment naive or who had not had anti-VEGF therapy for at least 12 weeks (PDR). (**C**) Expression of ANGPTL4, ANGPT2, EPO, and MMP2 in vitreous samples from patients with PDR who were treatment naive or who had not had anti-VEGF therapy for at least 12 weeks (PDR) or from patients with PDR who underwent recent treatment with anti-VEGF therapy within 6 weeks of sample collection (PDR+anti-VEGF). Vitreous samples from nondiabetic patients undergoing vitrectomy surgery for visually significant vitreous opacities (floaters) or epiretinal membranes were used as controls. Data are shown as mean ± SD. Statistical analyses were performed using 2-tailed Student’s *t* test (**B**) or 1-way ANOVA with Bonferroni’s multiple-comparison test (**C**). *P < 0.05; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
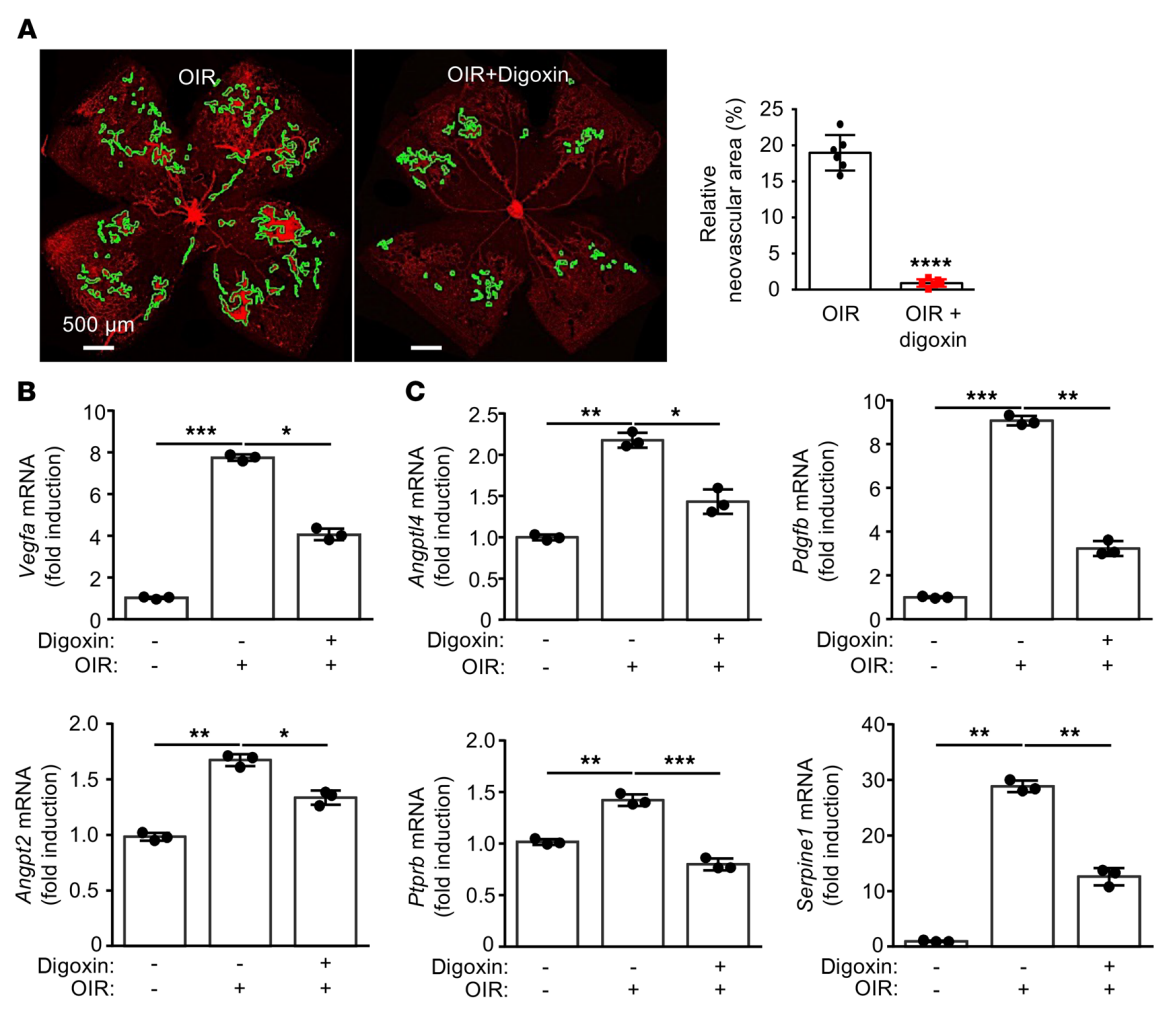
Modest inhibition of multiple HIF-dependent vasoactive mediators is sufficient for preventing retinal NV in the OIR mouse model. (**A**) Left: representative images of retinal NV in P17 OIR mice following a single i.p. injection with vehicle or digoxin (2 mg/kg) at P12. Right: quantitation of retinal NV at P17. (**B** and **C**) mRNA expression of *Vegf* (**B**) or other key HIF-regulated angiogenic mediators (**C**) expressed by Müller glial and/or vascular cells of OIR mice at P17 following treatment with vehicle or digoxin at P12 compared with control mice. *n* = 4–6 animals for each condition. Data are represented as mean ± SD. Statistical analyses were performed using 2-tailed Student’s *t* test (**A**) or 1-way ANOVA with Bonferroni’s multiple-comparison test (**B** and **C**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Scale bars: 500 μm.

**Figure 3:**
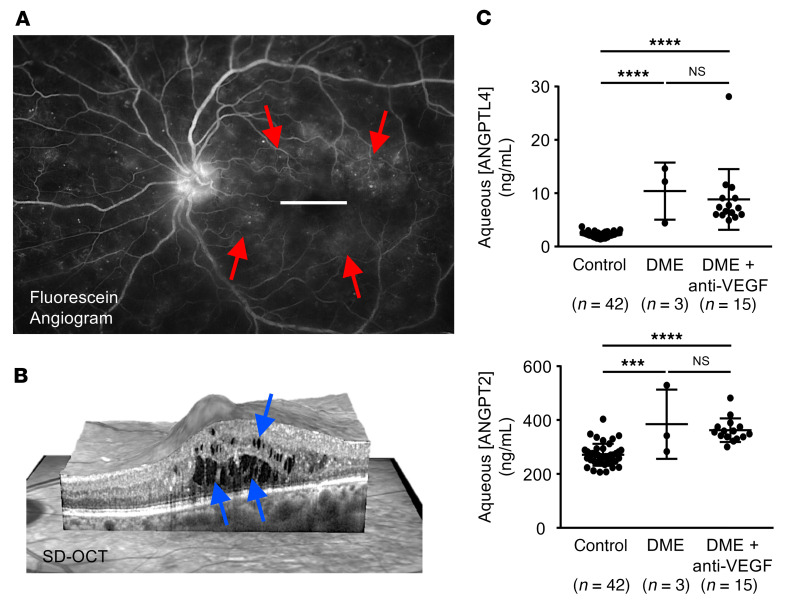
Aqueous expression of HIF-dependent vasoactive mediators is unaffected by anti-VEGF therapy in DME. (**A**) Fluorescein angiogram from a patient with NPDR and DME demonstrating diffuse leakage of fluid (red arrows) from retinal microaneurysms. (**B**) Spectral-domain optical coherence tomography (SD-OCT), providing a cross section of the macula (white line in **A**), demonstrating intraretinal fluid (blue arrows) in a patient with NPDR with DME. (**C**) Expression of ANGPTL4 and ANGPT2 in aqueous samples from patients with DME who are treatment naive or who had not been treated with anti-VEGF therapy for at least 12 weeks (DME) or from patients with DME following treatment with anti-VEGF therapy within 4 to 6 weeks of sample collection (DME+anti-VEGF). Aqueous fluid from nondiabetic patients obtained during routine cataract or vitrectomy surgery was used as control. Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA with Bonferroni’s multiple-comparison test. ***P < 0.001; ****P < 0.0001.

**Figure 4:**
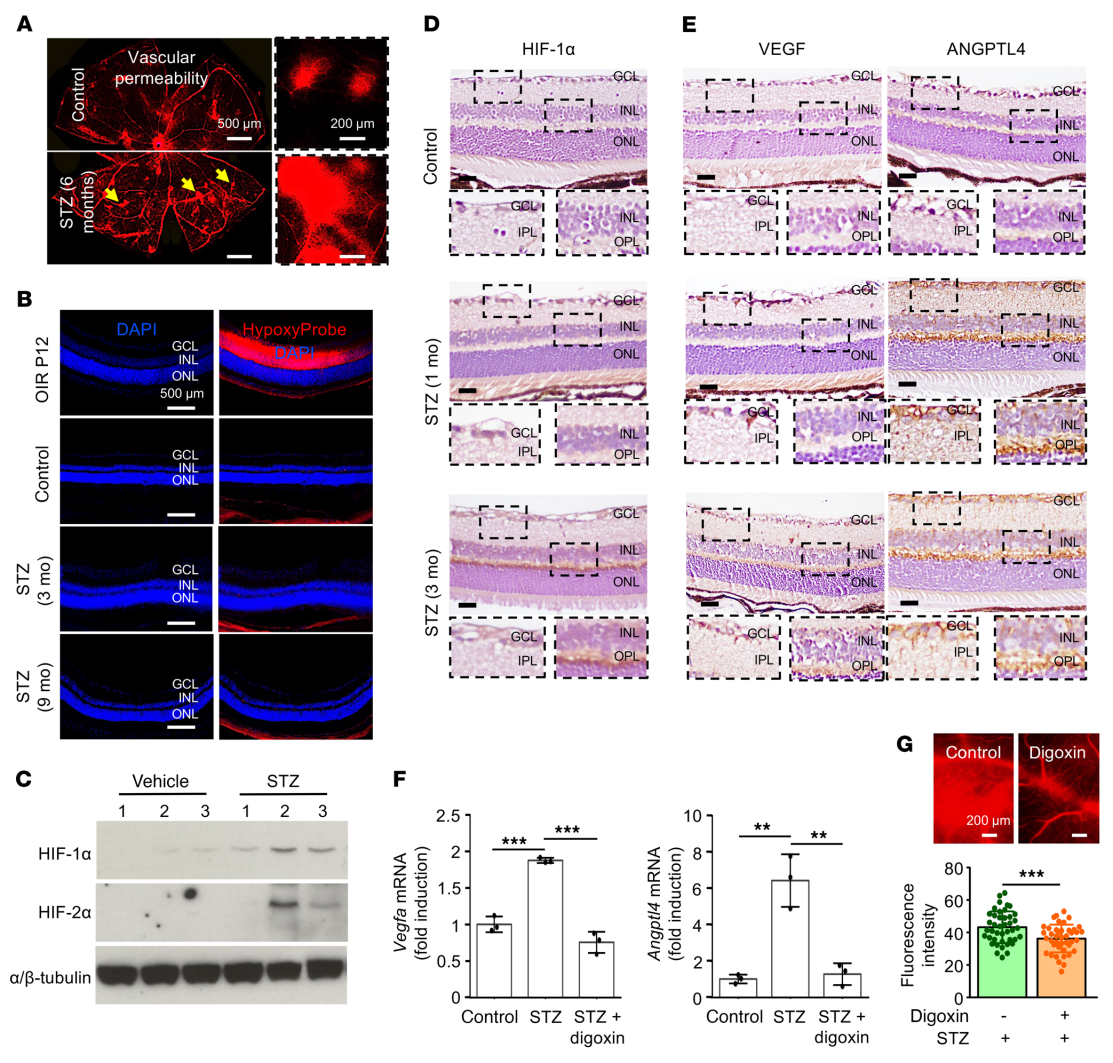
Increased expression of HIFs and HIF-regulated vasoactive mediators in a mouse model of sustained hyperglycemia in the absence of hypoxia. (**A**) Representative images of vascular hyperpermeability in STZ-induced diabetic mice that have been hyperglycemic for 6 months demonstrating leakage of Evans blue dye (yellow arrows) from retinal vessels, similar to the leakage observed in the fluorescein angiogram in patients with DME. (**B**) Hypoxia (as measured by Hypoxyprobe) in retinal tissue in P12 OIR mice (positive control) compared with that in STZ-induced diabetic mice that have been hyperglycemic for 0 (control), 3, or 9 months. (**C**) Western blot demonstrating accumulation of HIF-1α or HIF-2α protein in retinal tissue in STZ-induced diabetic mice that have been hyperglycemic for 6 months; α/β-tubulin was used as a loading control. (**D** and **E**) Representative images demonstrating expression of HIF-1α (**D**), VEGF, and ANGPTL4 (**E**) by immunohistochemistry in STZ mice that were hyperglycemic for 1 month or 3 months. (**F**) *Vegf* and *Angptl4* mRNA expression in STZ mice treated with digoxin. (**G**) Vascular hyperpermeability after digoxin treatment in STZ mice that were hyperglycemic for 6 months. *n* = 4–6 animals for each condition. IPL, inner plexiform layer; OPL, outer plexiform layer. Data are represented as mean ± SD. Statistical analyses were performed by 1-way ANOVA with Bonferroni’s multiple-comparison test (**F**) or 2-tailed Student’s t test (**G**). **P < 0.01; ***P < 0.001. Scale bars: 500 μm (**A** and **B**); 200 μm (**D**, **E**, and **G**). Original magnification, ×20 (**D** and **E**).

**Figure 5:**
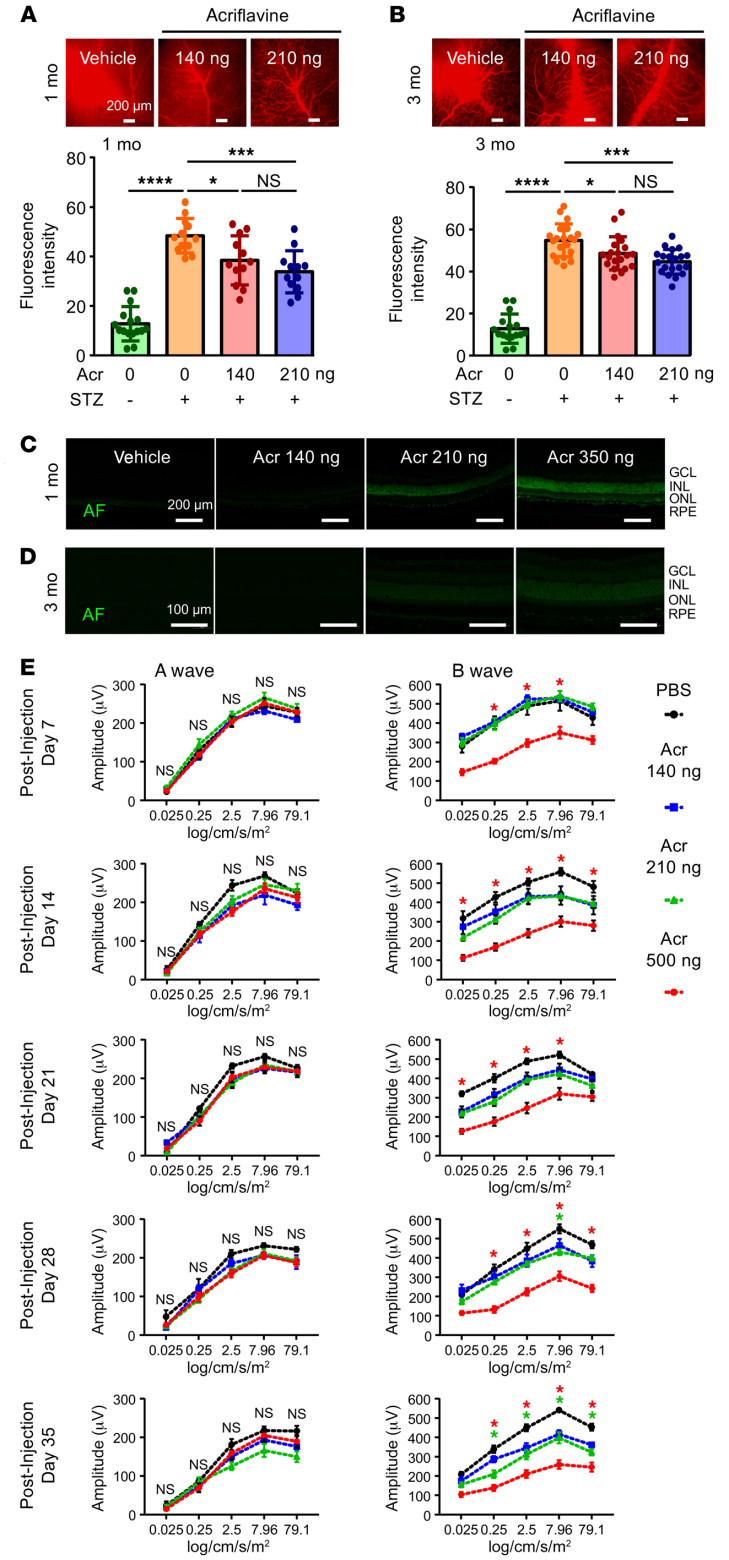
Acriflavine accumulates in the neurosensory retina and inhibits retinal function. (**A** and **B**) Representative images (above) and quantitation (below) of vascular permeability in STZ mice that were hyperglycemic for 6 months and treated with a single intraocular injection with PBS (vehicle) or acriflavine (140 ng or 210 ng) 1 month (**A**) or 3 months (**B**) prior to sacrificing animals. Vascular hyperpermeability was assessed by measuring Evans blue dye leakage. (**C** and **D**) Intrinsic autofluorescence of acriflavine accumulating in the neurosensory retina 1 month (**C**) or 3 months (**D**) following a single intraocular injection at the stated doses. (**E**) ERG of C57BL/6 mice 7 to 35 days following a single intraocular administration with PBS (vehicle) or acriflavine (Acr) at the stated doses. *n* = 5 animals for each group. RPE, retinal pigment epithelium. Data are represented as mean ± SD (**A** and **B**) or mean ± SEM (**E**). Statistical analyses were performed using 1-way ANOVA (**A** and **B**) or 2-way ANOVA (**E**) with Bonferroni’s multiple-comparison test. *P < 0.05; ***P < 0.001; ****P < 0.0001. Scale bars: 200 μm (**A** and **C**); 100 μm (**D**). Scale bars: 100 μm.

**Figure 6:**
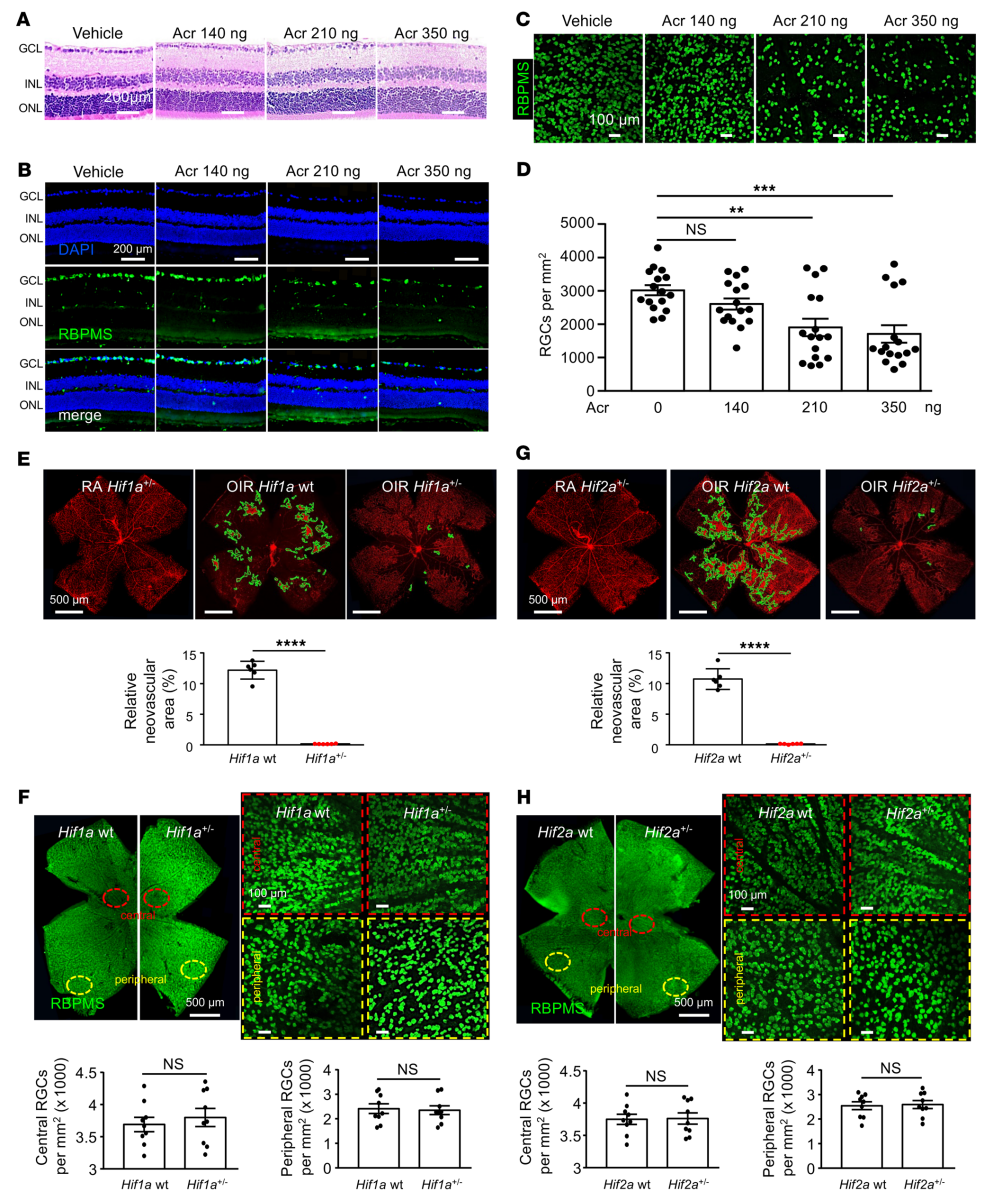
Acriflavine induces retinal cell death. (**A**) Representative images of H&E staining of retinal sections 35 days following a single intraocular injection with acriflavine at the stated doses. (B and C) Representative images of RBPMS staining of RGCs in retinal cross sections (**B**) and flat mounts (**C**) 35 days following a single intraocular injection with Acr at the stated doses. (**D**) Quantitation of RGCs in **C**. (**E** and **G**) Above: representative images of retinal NV in P17 non-OIR (RA) or OIR *Hif1a^+/–^* (**E**) or *Hif2a^+/–^* (**G**) mice compared with their WT littermates. Below: quantitation of retinal NV at P17. (F and **H**) Above: representative image of RBPMS staining of RGCs in central and peripheral retinal flat mounts of 6-week-old *Hif1a^+/–^* (**F**) or *Hif2a^+/–^* (**H**) mice compared with their WT littermates. Below: quantitation of RGCs in central and peripheral retinal flat mounts. *n* = 6 animals. Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA with Bonferroni’s multiple-comparison test (**D**) or 2-tailed Student’s *t* test (**E**–**H**). **P < 0.01; ***P < 0.001; ****P < 0.0001. Scale bars: 100 μm (**C**, **F** and **H**); 200 μm (**A** and **B**); 500 μm (**E**–**H**).

**Figure 7:**
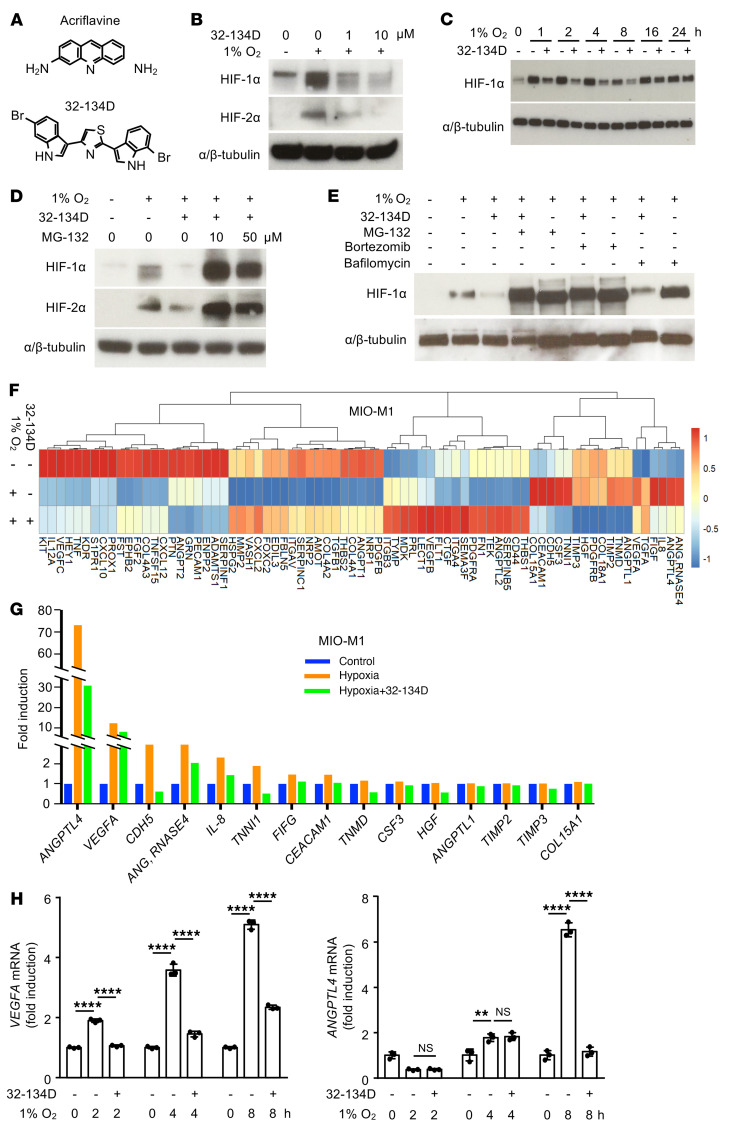
HIF inhibitor 32-134D effectively inhibits HIF accumulation and expression of HIF-regulated genes in MIO-M1 cells. (**A**) Chemical structures of acriflavine (above) and 32-134D (below). (**B**) Western blot demonstrating inhibition of HIF-1α and HIF-2α accumulation by 32-134D (1 or 10 μM) in MIO-M1 cells cultured in hypoxia (1% O_2_) for 4 hours. (**C**) Western blot demonstrating inhibition of HIF-1α accumulation by 32-134D (10 μM) in MIO-M1 cells cultured in hypoxia for 1 to 24 hours. (**D**) Effect of MG-132 on 32-134D inhibition of HIF-1α and HIF-2α accumulation in MIO-M1 cells cultured in hypoxia for 4 hours. (**E**) Effect of MG-132 (10 μM), bortezomib (10 μM), or bafilomycin (10 nM) on 32-134D inhibition of HIF-1α accumulation in MIO-M1 cells cultured in hypoxia for 4 hours. (**F**) Clustering analysis of angiogenesis array by qPCR screening for MIO-M1 cells cultured in the absence or presence of 32-134D and 1% O_2_ (hypoxia) or 20% O_2_ (normoxia) for 8 hours. Expression values were scaled in row direction, and “complete” was the default method in clustering method. (**G**) Multiple angiogenic genes were upregulated in cells cultured in hypoxia compared with control in angiogenesis array. (**H**) *VEGF* and *ANGPTL4* mRNA expression in MIO-M1 cells cultured in hypoxia (at indicated times) treated with vehicle or 32-134D (10 μM). Data are represented as mean ± SD. Statistical analyses were performed using 2-way ANOVA with Bonferroni’s multiple-comparison test. **P < 0.01; ****P < 0.0001.

**Figure 8:**
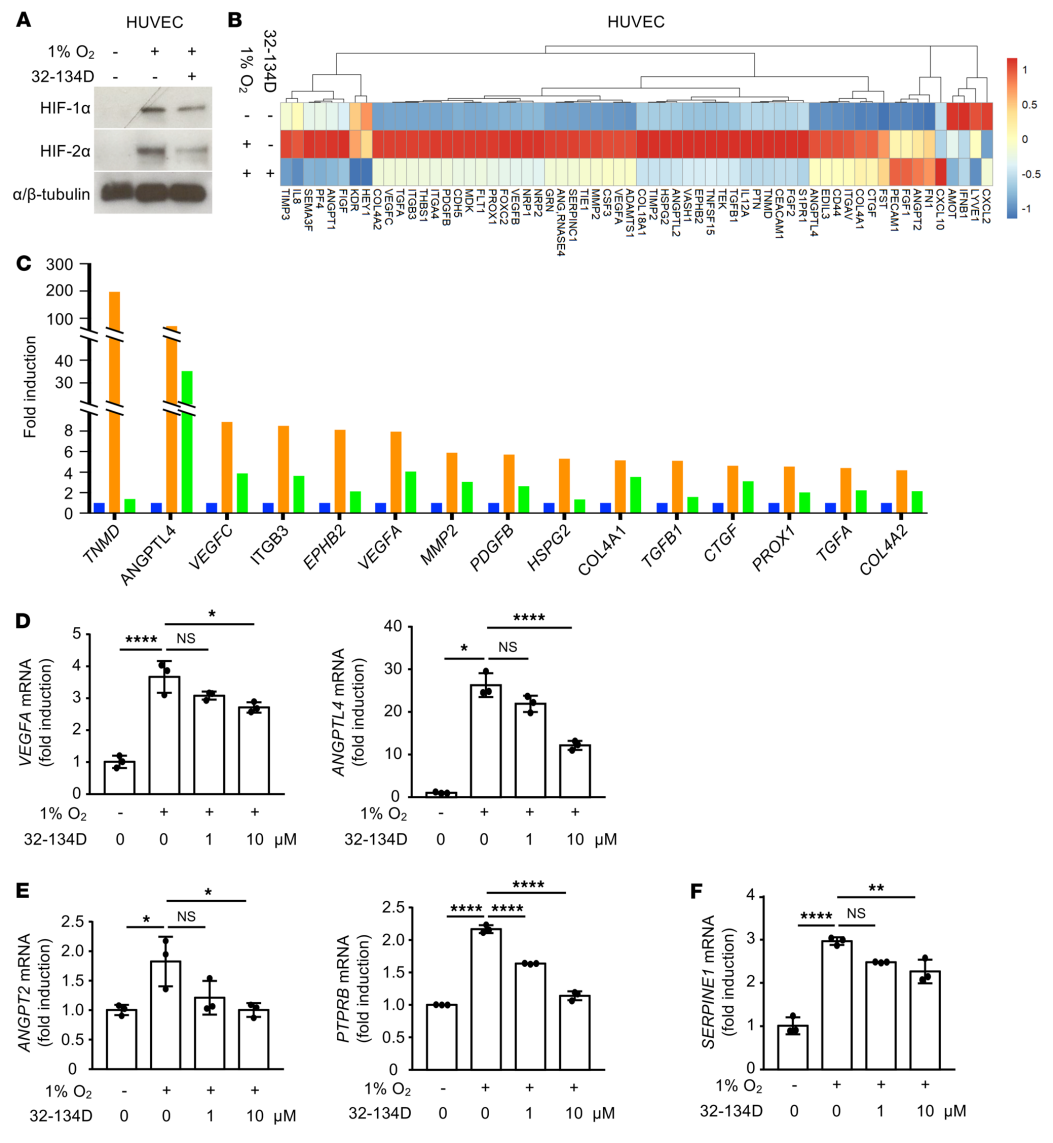
HIF inhibitor 32-134D effectively inhibits HIF accumulation and expression of HIF-regulated genes in endothelial cells. (**A**) Western blot demonstrating inhibition of HIF-1α and HIF-2α accumulation by 32-134D (10 μM) in HUVECs cultured in hypoxia for 4 hours. (**B**) Clustering analysis of angiogenesis array by qPCR screening for HUVECs cultured in the absence or presence of 32-134D and 1% O_2_ (hypoxia) or 20% O_2_ (normoxia) for 16 hours. Expression values were scaled in row direction, and “complete” was the default method in clustering method. (**C**) Multiple angiogenic genes were upregulated in cells cultured in hypoxia compared with control in angiogenesis array. (**D**–**F**) VEGF, ANGPTL4 (**D**), ANGPT2, PTPRB (**E**), and SERPINE1 (**F**) mRNA expression in HUVECs cultured in hypoxia for 16 hours and treated with vehicle or 32-134D (10 μM). Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA test with Bonferroni’s multiple-comparison test. *P < 0.05; **P < 0.01; ****P < 0.0001.

**Figure 9:**
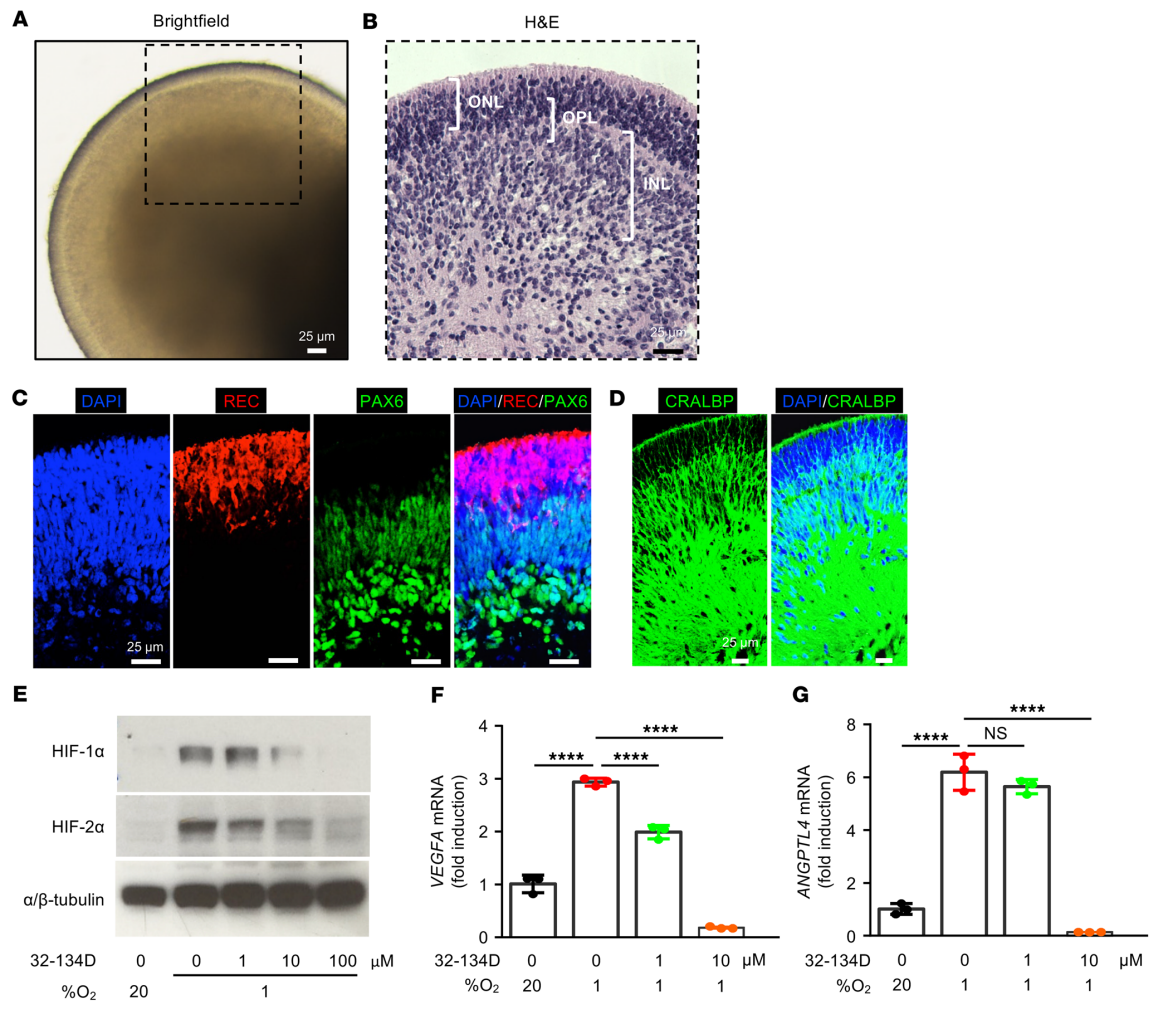
32-134D inhibits HIF accumulation and expression of HIF-regulated genes in hiPSC-derived 3D retinal organoids. (**A**) Representative bright-field image of D120 retinal organoid derived from hiPSCs. (**B**) H&E staining of D120 hiPSC-derived retinal organoid. (**C** and **D**) Representative immunofluorescence images of D120 hiPSC-derived retinal organoid demonstrating staining for Pax6 and recoverin (REC) (**C**) and CRALBP (**D**). (**E**) Inhibition of HIF-1α and HIF-2α accumulation in D120 hiPSC-derived retinal organoids cultured in 1% O_2_ for 12 hours and treated with 32-134D at indicated doses. (**F** and **G**) *VEGF* (**F**) and *ANGPTL4* (**G**) mRNA expression D120 hiPSC-derived retinal organoids cultured in 1% O_2_ for 12 hours and treated with 32-134D at indicated doses. *n* = 6–10 retinal organoids per condition. Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA with Bonferroni’s multiple-comparison test. ****P < 0.0001. Scale bars: 25 μm.

**Figure 10:**
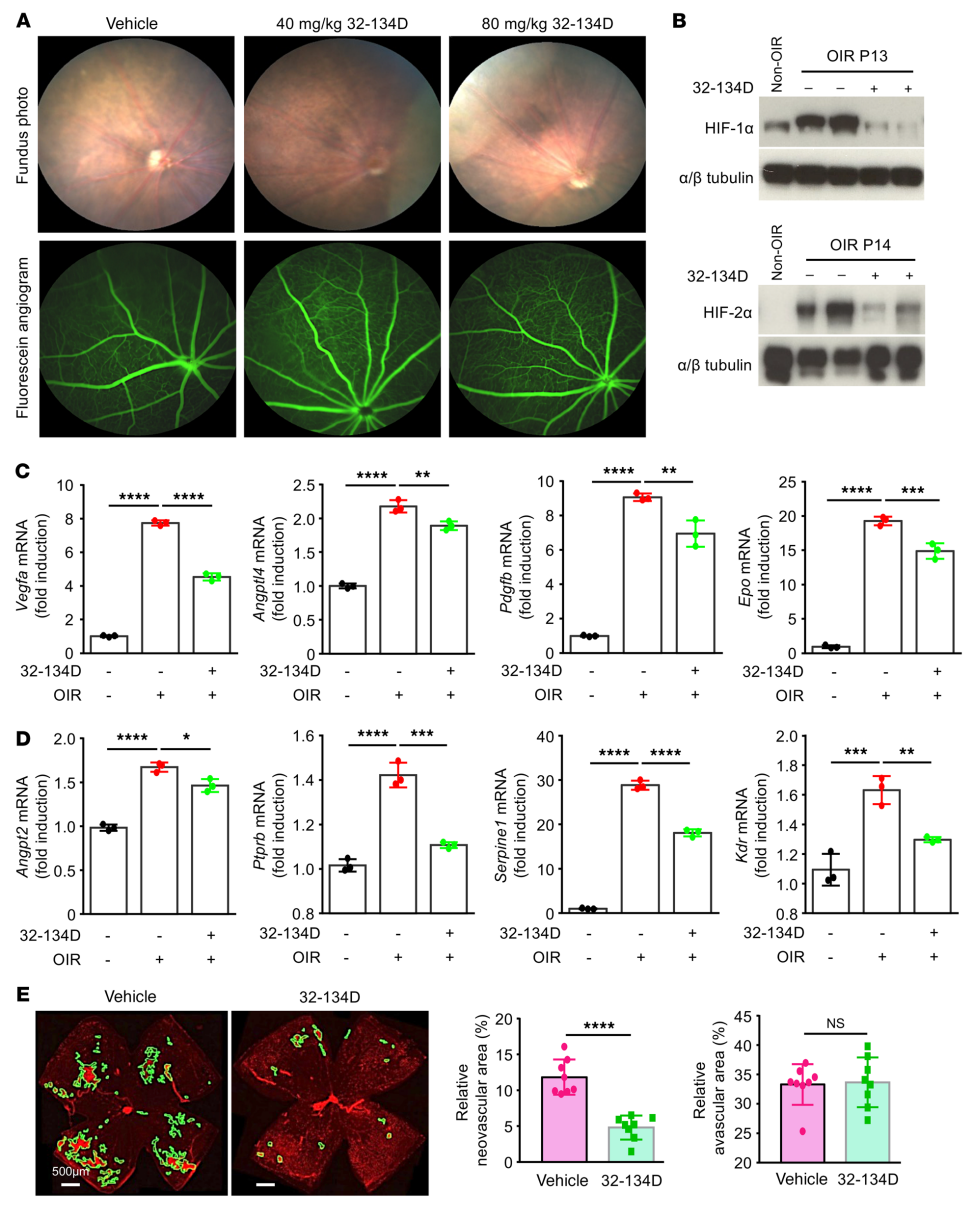
Systemic administration of a well-tolerated dose of 32-134D inhibits HIF and HIF-regulated gene expression and effectively treats retinal vascular disease in mice. (**A**) Representative fundus photos (above) and fluorescein angiographic images (below) of the retina of BL/6 mice on day 30 following 5 daily i.p. injections (day 0 to day 5) with 32-134D at 40 or 80 mg/kg compared with vehicle control. *n* = 3 animals (6 eyes) per group. (**B**) HIF-1α and HIF-2α protein accumulation at P13 and P14, respectively, 24 hours after a single i.p. injection with 32-134D (20 mg/kg) in OIR mice. (**C** and **D**) mRNA expression of HIF-regulated vasoactive mediators *Vegfa*, *Angptl4*, *Pdgfb*, and *Epo* (**C**) and endothelial cell genes *Angpt2*, *Ptprb*, *Serpine1*, and *Kdr* (**D**) in OIR mice treated with 5 consecutive (P12–P16) i.p. injections with 20 mg/kg 32-134D or vehicle control. (**E**) Left: representative images of retinal NV (outlined) at P17 after daily treatment with 20 mg/kg 32-134D or vehicle control (P12-16). Right: quantitation of avascular retina and retinal NV at P17. *n* = 3–8 animals per condition. Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA with Bonferroni’s multiple-comparison test (**C** and **D**) or 2-tailed Student’s *t* test (**E**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Scale bars: 500μm.

**Figure 11:**
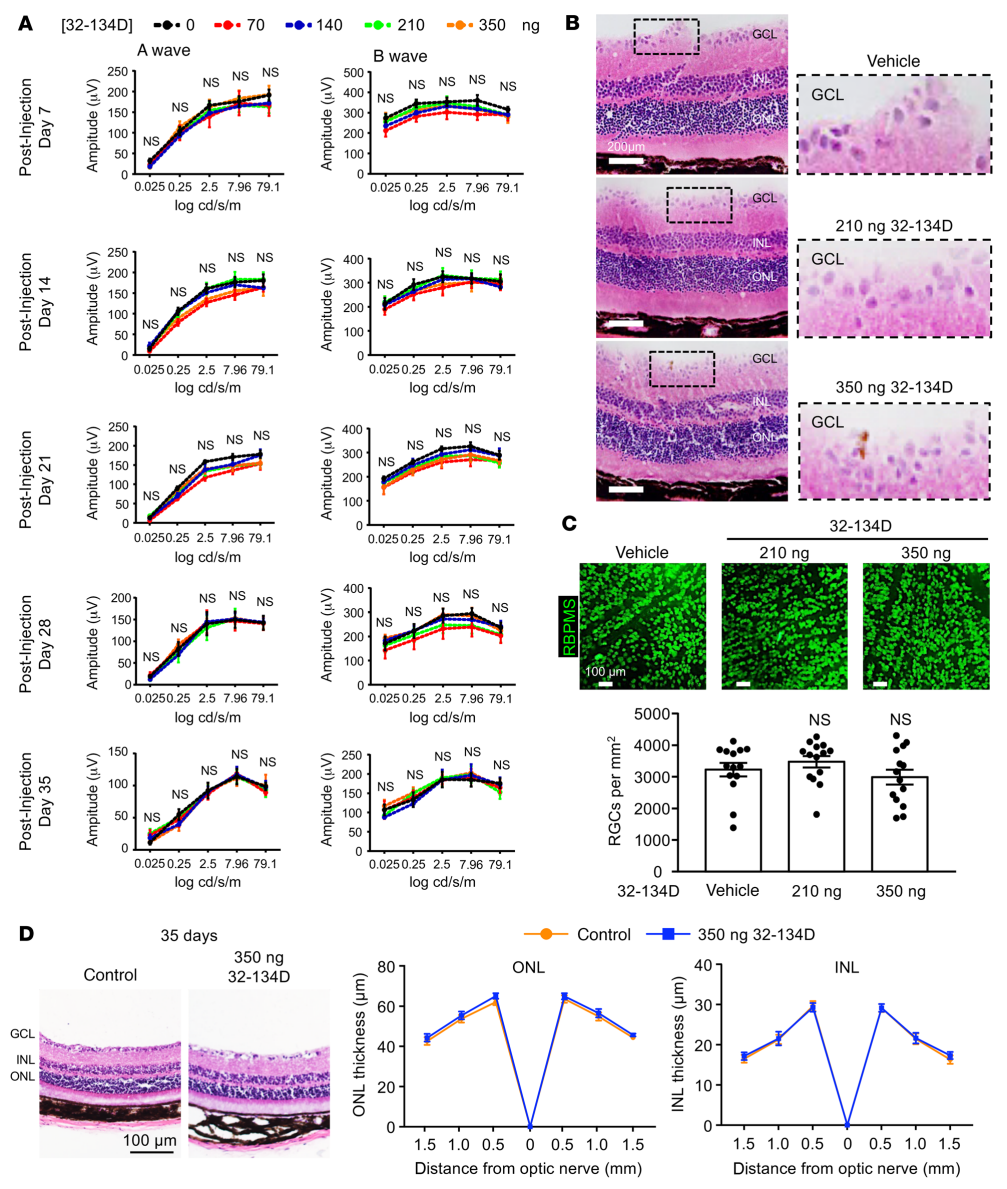
Intraocular administration 32-134D does not affect retinal function. (**A**) ERG of C57BL/6 mice 7 to 35 days following a single intraocular administration with vehicle or 32-134D at the stated doses. (**B**) Representative images of H&E staining of retinal sections 35 days following a single intraocular injection with 32-134D at the stated doses. (**C**) Top: representative images of RBPMS staining of RGCs in retinal flat mounts 35 days following a single intraocular injection with 32-134D at the stated doses. Bottom: quantitation of RGCs. (**D**) Left: representative images of H&E staining of retinal sections 35 days following a single intraocular injection with 32-134D at 350 ng. Right: quantitation of ONL and INL thickness. *n* = 5 animals for each group. Data are represented as mean ± SEM (**A**) or mean ± SD (**C** and **D**). Statistical analyses were performed by 2-way ANOVA (**A**) or 1-way ANOVA (**C**) with Bonferroni’s multiple-comparison test. Scale bars: 200 μm (**B**); 100 μm (**C** and **D**). Original magnification, ×20.

**Figure 12:**
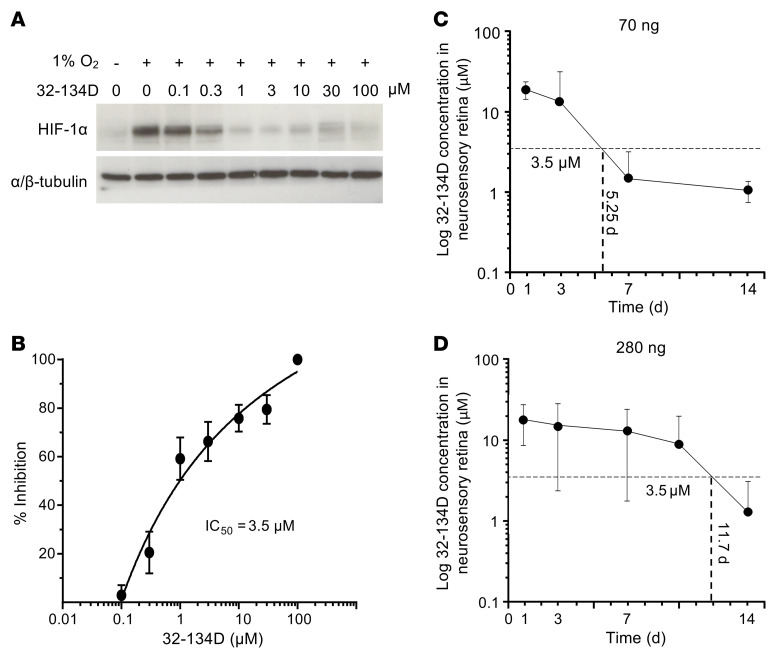
Calculations for effective dose of 32-134D following intraocular administration. (**A**) Accumulation of HIF-1α protein in MIO-M1 cells cultured in hypoxia and treated with 32-134D at indicated does. (**B**) Quantitation of immunoblots of HIF-1α protein accumulation in 32-134D–treated MIO-M1 cells cultured in hypoxia demonstrated an IC_50_ of 3.5 μM. (**C**) Concentration-time profiles of 32-134D in mice treated with a single intraocular injection with 32-134D (70 ng). The concentration of 32-134D in the neurosensory retina exceeded the in vitro IC_50_ of 3.5 μM for at least 5.25 days. (**D**) Concentration-time profiles of 32-134D in mice treated with a single intraocular injection with 32-134D (280 ng). Retina tissue was obtained over 14 days, with 32-134D concentrations determined by LC-MS/MS (**C** and **D**). The concentration of 32-134D in the neurosensory retina exceeded the in vitro IC_50_ of 3.5 μM for at least 11.7 days. *n* = 3 animals per condition. Data are represented as mean ± SD (**C** and **D**) and mean ± SEM (**B**).

**Figure 13:**
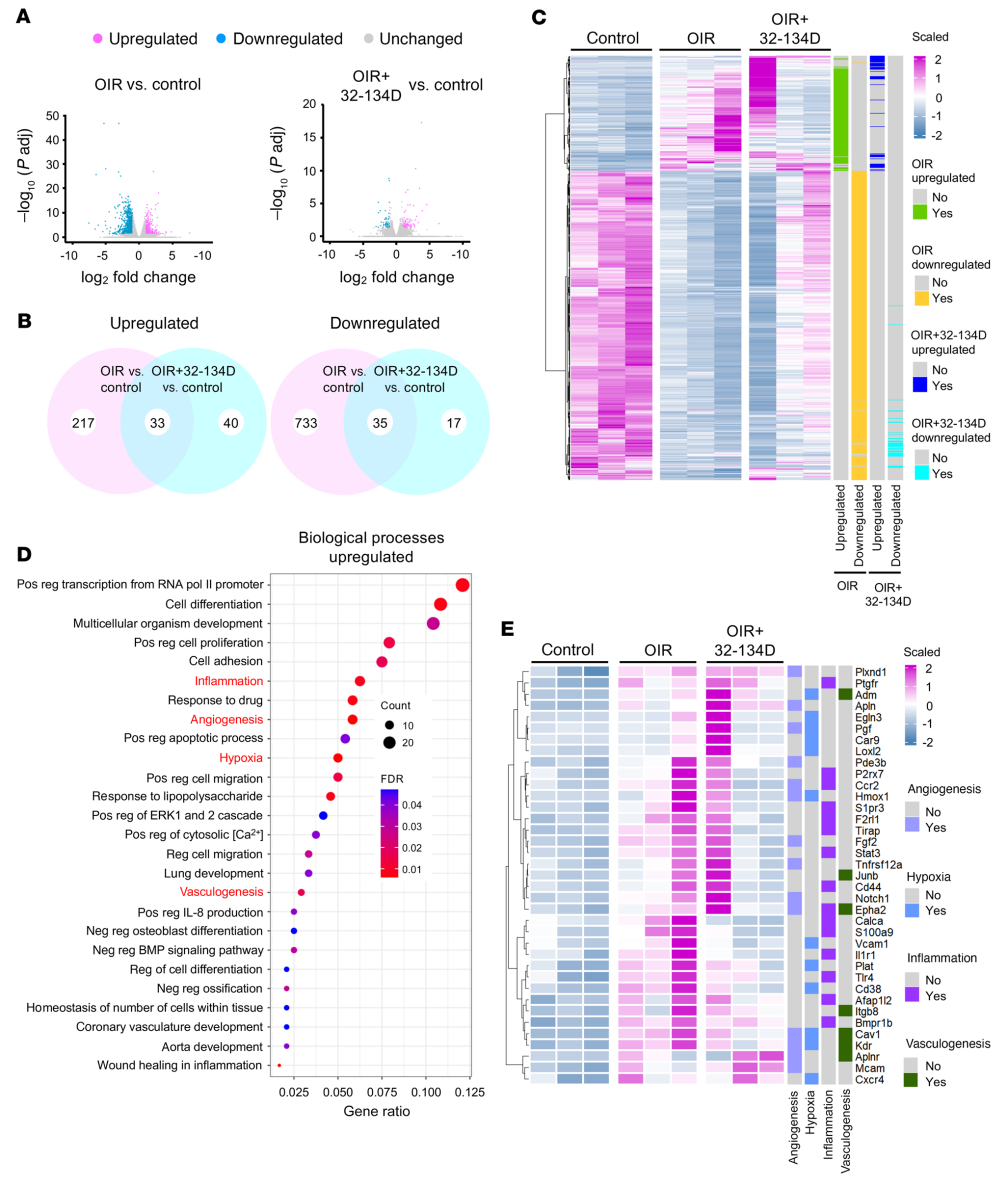
Gene expression changes following intraocular administration of 32-134D. Transcriptional analysis of retinal tissue of OIR mice at P17 following treatment with a single intraocular injection with DMSO (vehicle; OIR) or 32-134D (70 ng/μl; OIR+32-134D) at P12 compared with non-OIR (control) P17 mice. (**A**) Volcano plots illustrating DEGs in OIR versus non-OIR control mice (left) or OIR+32-134D versus OIR mice (right). (**B**) Venn diagrams showing overlap of 33 upregulated (left) and 35 downregulated (right) DEGs in OIR versus control (pink) and OIR+32-134D versus control (cyan), respectively. (**C**) Clustering analysis of identified DEGs among control, OIR, and OIR+32-134D. (**D**) GO analysis representing biological process enriched by 250 upregulated DEGs that were statistically significant (FDR < 0.05; red) or nonsignificant (FDR > 0.05; blue) between OIR and control. The size of the dots represents the count. The gene ratio describes the ratio of the count to the number of all DEGs. (**E**) Heatmap of top 37 upregulated DEGs in OIR and OIR+32-134D compared with control further enriched from 4 identified biological functions (highlighted in red in **D**). Bulk RNA-Seq analysis was performed from 3 independent isolations (*n* = 3 mice in each group). See Methods for details of statistical analyses performed. padj, adjusted P value; pos, positive; neg, negative; reg, regulation.

**Figure 14:**
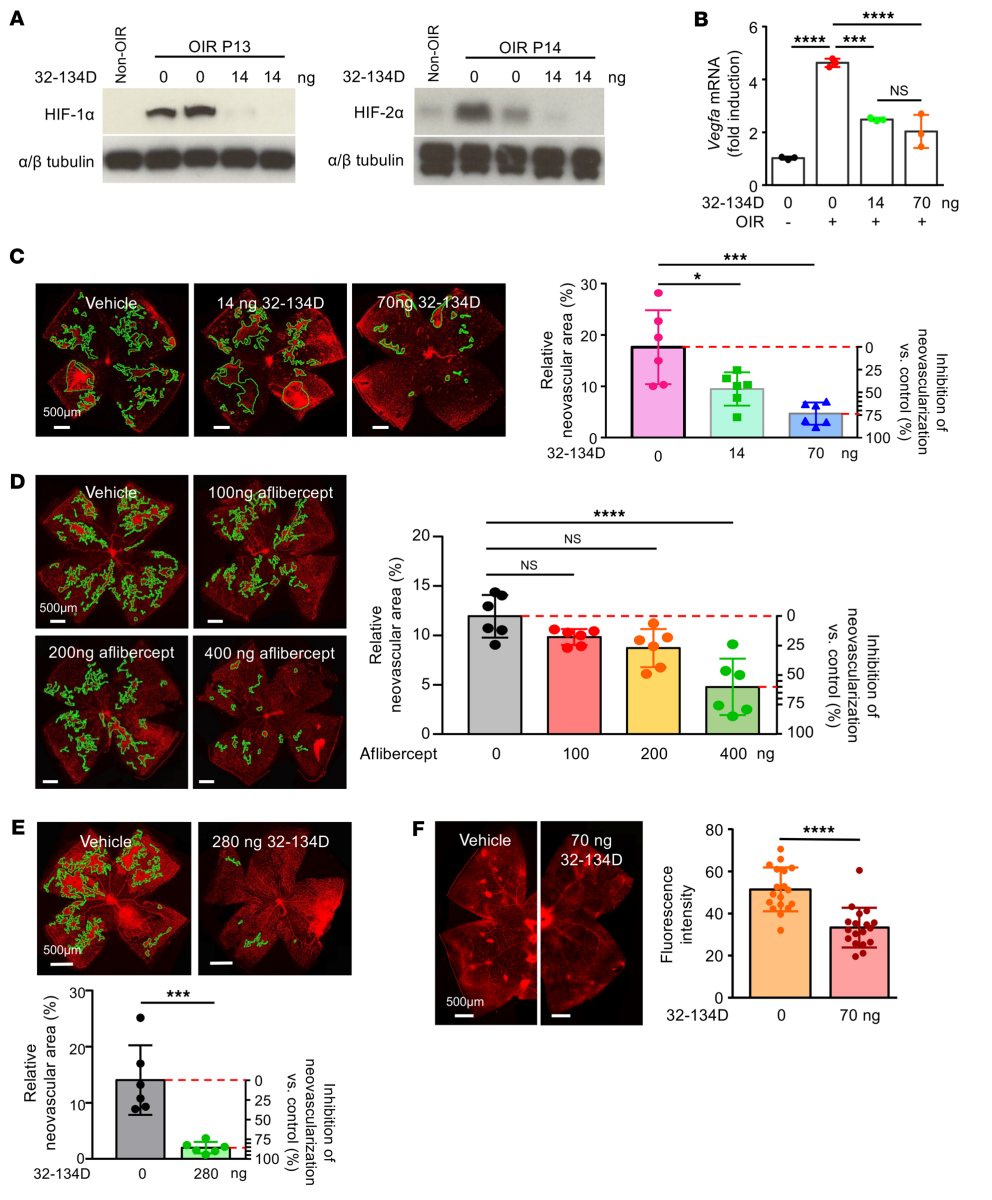
Intraocular administration of a well-tolerated dose of 32-134D reduces retinal NV and vascular hyperpermeability in mouse models of diabetic eye disease. (**A**) Western blot of HIF-1α and HIF-2α expression in OIR mice at P13 (left) and P14 (right), respectively, following a single intraocular injection with 32-134D (14 ng). (**B**) mRNA expression of *Vegf* in OIR mice treated with a single intraocular injection of 32-134D (14 or 70 ng) or vehicle control. (**C** and **D**) Left: representative images of retinal NV at P17 in OIR mice after a single intraocular injection of 32-134D (14 and 70 ng; **C**) or aflibercept (100, 200, or 400 ng; **D**) at P12. Right: quantitation (or reduction) of retinal NV compared with untreated control at P17. (**E**) Above: representative images of retinal NV at P17 in OIR mice after a single intraocular injection with 280 ng 32-134D at P12. Below: quantitation (or reduction) of retinal NV compared with untreated control at P17 in OIR mice after a single intraocular injection with 32-134D (280 ng). (**F**) Above: representative images of vascular hyperpermeability as demonstrated by leakage of intravascular Evans blue dye in STZ mice that were hyperglycemic for 6 months before treatment with 32-134D (or vehicle) 5 days prior to sacrifice. Below: quantitation of vascular hyperpermeability. *n* = 4–6 animals per condition. Data are represented as mean ± SD. Statistical analyses were performed using 1-way ANOVA with Bonferroni’s multiple-comparison test (**B**–**E**) or 2-tailed Student’s *t* test (**F**). *P < 0.05; **P < 0.01; ****P < 0.0001. Scale bar: 500 μm.

How the deposited data were processed for this re-analysis (not part of the article)

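Retinal RNA was sequenced from 9 mice at P17, 3 control, 3 OIR, and 3 treated OIR, and each mouse was taken as 1 replicate. Mice were assigned to groups from their labels and the paper. The dose of the inhibitor is 70 ng/μL in the paper and 70 ng in the labels.

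The authors deposited 1 table of raw counts per gene, as whole numbers without normalization, with 54532 genes and a gene length for each. The aligner, counting tool, annotation, filters, and strandedness are not stated in the paper's text. Of 54495 gene identifiers found in GENCODE M21, 53585 have an identical position there, and coordinates are therefore given on GRCm38. Total counts per mouse ranged from 16864135 to 27213184 in control, 18556723 to 21071371 in OIR, and 16028731 to 18560178 in treated OIR mice. Counting error is small at this depth for all but the lowest genes, and the precision is set by the spread among 3 mice. No mouse's counts were a copy of another's.

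Counts were analysed with edgeR 4.0.16 in R 4.3.3. TMM factors and the default filter by group were applied, leaving 17540 genes, and all 9 mice were fitted with 1 mean per group in the quasi-likelihood model. The 3 comparisons were OIR with control, treated OIR with control, and treated OIR with OIR. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Log2 CPM used a prior count of 2. List scores were means of log2 CPM over the genes of a list and were compared by two-sided exact permutation tests, whose smallest p for 3 mice against 3 is 0.1. Gene lists were tested with fry on the same fit, with adjustment over 18 tests for 6 lists in 3 comparisons, and over 42 tests for 14 lists of cell types and HIF targets.

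The genes named are the 37 of Figure 13E, the HIF-regulated mediators and receptors in the paper, Hif1a, Epas1, and for each comparison the 3 largest rises and 3 largest falls among DEGs whose log2 CPM did not overlap between groups and whose mean log2 CPM was at least 1. Of these, 1 gene under this rule is not reported here by name. This rule, the gene lists, the fit, and the alternatives were set before the data were examined, unless stated otherwise. The alternatives were DESeq2 1.42.0 on all 9 mice and on the 2 groups compared, edgeR on the 2 groups compared, upper-quartile scaling, scaling by total counts alone, no filter, a filter of 10 counts in every mouse, an adjusted p below 0.05 alone, limma 3.58.1 (voom with sample quality weights), and leaving out each mouse. For the scores they were a prior count of 0.5, total counts alone, DESeq2's size factors, the median over genes, and leaving out each mouse. Sex as a covariate, a lens gene score as a covariate, and a robust fit were added after the data were seen.

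The fits were tested on simulated counts with 200 changed genes. Every simulated change was larger than the fold change limit of a DEG and lay in an expressed gene. Where spread was added to a mouse, it was drawn independently for each gene, unlike a shift shared by many genes. The shares recovered therefore compare the fits and need not hold for the real mice. Over 17023 simulated genes, edgeR on all 9 mice recovered 76.5% of them in the OIR comparison and 80.5% in the treated OIR comparison with control. When 1 simulated treated OIR mouse was given added spread, edgeR on all 9 mice recovered 64.0% and 62.0%, over 17052 genes, and edgeR on the 2 groups recovered 79.0% over 16824 genes and 37.5% over 16731. In these 2 simulations DESeq2 on the 2 groups recovered 84.5% and 85.0%, then 88.0% and 76.0%, and limma-voom 75.5% and 78.5%, then 83.5% and 74.5%. Of the genes called, those not changed in the simulation were 11 of 164 and 8 of 169, then 0 of 128 and 2 of 126, with edgeR on all 9 mice. They were 28 of 197 and 33 of 203, then 21 of 197 and 21 of 173, with DESeq2 on the 2 groups, the largest shares of these 3, and 11 of 162 and 6 of 163, then 9 of 176 and 9 of 158, with limma-voom. GO enrichment was not computed, since GO annotation was not used here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and matplotlib 3.10.9.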

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

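Both tests described here were chosen after the crystallin counts had been seen. Crystallin genes, which the paper does not discuss, held 15.8% of the counts of treated OIR mouse 2 (a share in 1 of the 3 treated mice), a signal above the level of the controls, where the share was between 0.00699% and 0.0554%. In OIR mice it was between 0.0326% and 0.183%. A candidate explanation is lens tissue in that sample. Lens genes that are not crystallins rose with them, and the smallest log2 ratio of mouse 2 to the highest other mouse over Lim2, Mip, Bfsp1, and Bfsp2 was 6.26, as lens RNA would give. Induction of crystallins by the inhibitor would raise them in the other treated mice too, but the higher of treated OIR mice 5 and 10 had 0.117%, below the highest OIR mouse. Whether the lens RNA entered at dissection or through an injury at injection was not tested. TMM scaling offsets the share taken by these genes, with a factor of 0.852 for mouse 2.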

How the results depend on the processing

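Counts of DEGs changed with the method. They are given here as upregulated and downregulated. With DESeq2 on all 9 mice, DEGs were 167 and 512 for OIR against control, 94 and 71 for treated OIR against control, and 6 and 8 for treated OIR against OIR, with 40 and 49 shared and 25 of the 37 genes of Figure 13E. With DESeq2 on the 2 groups compared they were 245 and 743, 71 and 51, and 6 and 46, with 32 and 34 shared and 36 of the 37 genes. With limma-voom and sample quality weights they were 208 and 614, 105 and 79, and 0 and 1 (2439 genes at an unadjusted p below 0.05 in the last), with 44 and 46 shared and 21 of the 37 genes, and the slope of upregulated genes was 0.63 against 0.82. With edgeR on the 2 groups compared they were 137 and 634, 0 and 0 (2618 genes at an unadjusted p below 0.05), and 0 and 0 (739), with 0 shared and 20 of the 37 genes.

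Without a filter on low counts, DEGs were 64 and 196, 8 and 5, and 0 and 1 (1147 genes at an unadjusted p below 0.05 in the last), with 7 and 1 shared and 12 of the 37 genes. With at least 10 counts in every mouse, OIR against control gave 36 and 71. With total counts alone for scaling it gave 10 and 4, treated OIR against control gave 0 downregulated DEGs (2548 genes at an unadjusted p below 0.05), and the slope of upregulated genes was 0.99. That scaling gave a median log2 fold change over all genes of 0.10 for OIR against control, where TMM gave 0.03. With an adjusted p below 0.05 alone, OIR against control gave 76 and 89, and 2 downregulated genes passed in treated OIR against control and 2 were shared. With upper-quartile scaling, every DEG count was within 1.5 times its value under TMM.

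Of the settings added after the data were seen, sex as a covariate gave 0 DEGs in all 3 comparisons (3775, 2405, and 669 genes at an unadjusted p below 0.05), with 0 shared and 0 of the 37 genes, and no slope could be computed. The lens score as a covariate gave 32 and 77 for OIR against control and 0 and 0 for treated OIR against control (2363 genes at an unadjusted p below 0.05), with 0 shared and 8 of the 37 genes. The robust fit gave 1 upregulated DEG in treated OIR against control and 1 shared. The cause of these changes was not tested, except by leaving out treated OIR mouse 2. Other observations give a test of spread, depth, and lens genes.

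Across the 9 fits that each left out 1 mouse, DEGs of OIR against control ranged from 0 to 178 upregulated and from 0 to 723 downregulated, with the highest values without treated OIR mouse 2 and between 2845 and 4140 genes at an unadjusted p below 0.05 in the 7 fits with 0. Those of treated OIR against control ranged from 0 to 3 in each direction (2323 to 3586 genes at an unadjusted p below 0.05), shared DEGs from 0 to 3 in each direction, and the genes of Figure 13E among DEGs from 0 to 26. The comparison of treated OIR with OIR gave 0 in all 9 fits (428 to 2362 genes at an unadjusted p below 0.05). Slopes could be computed in only 2 of these fits and ranged from 0.48 to 1.00 for upregulated and from 0.29 to 0.74 for downregulated genes. Of the 18 gene set tests, 10 passed in the fit of all 9 mice, 0 to 11 across the 9 fits, and 9 with either covariate.

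The score differences of OIR against control and of treated OIR against control kept their direction under all the alternatives run. The hypoxia difference between treated OIR and OIR mice was -0.19 and ranged from -0.78 to 0.15 across the 6 fits that left out 1 mouse, and the vasculogenesis difference was -0.04 and ranged from -0.16 to 0.07. With the median over genes in place of the mean, the angiogenesis difference was 0.11 in place of -0.30. The cause was not tested. The inflammation difference stayed between -1.28 and -0.52, and that of the 9 mediators between 0.18 and 0.31, across their fits. In the gene set test of angiogenesis between treated OIR and OIR mice, the direction was reversed in 3 fits, with adjusted p from 0.192 to 0.989 across the 9 fits that each left out 1 mouse.

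For single genes between treated OIR and OIR mice, the log2 fold change of Hif1a became 0.02 and that of Epas1 0.04 with limma-voom, from -0.03 each. Leaving out single mice also reversed Hif1a (0.02 and 0.04, range -0.09 to 0.04), Epas1 (0.02 and 0.07, range -0.10 to 0.07), and Adm (-0.02 without treated OIR mouse 2, range -0.02 to 1.00), and for OIR against control it reversed Pdgfb (range -0.13 to 0.50). Over 1144 values of single genes and single gene set tests under the alternatives, 973 kept their direction and side of the threshold, 147 became weaker, 13 became stronger, and 11 reversed.

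No paired analysis was possible because the groups compared share at most 1 replicate number, and the numbers are those of separate animals. The depth of 16028731 to 27213184 counts limits the lowest genes, such as Epo with a mean log2 CPM of -1.55 in control mice, for which a difference was not detectable.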

Differences from the paper's values

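The paper's DEG counts for OIR against control are 250 upregulated and 768 downregulated, where the fit of all 9 mice with edgeR gave 20 and 33. Of the alternatives set before the data were examined, DESeq2 on the 2 groups compared (245 and 743), DESeq2 on all 9 mice (167 and 512), limma-voom with sample quality weights (208 and 614), and edgeR without treated OIR mouse 2 (178 and 723) were within 1.5 times both of the paper's values. EdgeR on the 2 groups compared was within it for downregulated genes (634) and not for upregulated genes (137). The other alternatives did not close the gap.

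For treated OIR against control the paper's counts are 73 upregulated and 52 downregulated, where edgeR on all 9 mice gave 2 and 1. DESeq2 on the 2 groups compared (71 and 51) and DESeq2 on all 9 mice (94 and 71) were within 1.5 times both, and limma-voom was within it for upregulated genes (105) and not for downregulated genes (79). The other alternatives did not close the gap.

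The paper's overlap of both comparisons with control is 33 upregulated and 35 downregulated genes, where edgeR on all 9 mice gave 2 and 0 (3262 genes at an unadjusted p below 0.05 in treated OIR against control). DESeq2 on the 2 groups compared (32 and 34), DESeq2 on all 9 mice (40 and 49), and limma-voom (44 and 46) were within 1.5 times both. The other alternatives did not close the gap.

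All 37 genes of Figure 13E are upregulated DEGs of OIR mice in the paper, where 5 were DEGs with edgeR on all 9 mice. DESeq2 on the 2 groups compared (36), DESeq2 on all 9 mice (25), and edgeR without treated OIR mouse 2 (26) were within 1.5 times the paper's value, and the other alternatives were not.

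The paper states that the 4 processes of Figure 13E returned to normal with treatment. Here the score of the 37 genes in treated OIR mice was above that of control mice by 1.19. It differed from that of OIR mice by -0.40, and 35 of the 37 genes were higher than in control mice. Without treated OIR mouse 2, which carried the crystallin counts, the score was 0.76 above control and differed from OIR by -0.83. For inflammation, treated OIR mice 5 and 10 were 0.46 and 0.19 above the control mean, within the control range of -0.54 to 0.50. Mouse 2, at 1.71, lay above that range. For angiogenesis, hypoxia, and vasculogenesis, every treated OIR mouse lay above every control mouse. The genes were chosen against these control mice, so part of the distance from control may come from that choice.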

Other observations

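Of the tests in this part, those on the spread of the treated OIR group, depth lost to lens RNA, dilution by lens RNA, bipolar cell markers, the hypoxia score, and HIF targets were chosen after the result they bear on was seen.

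Fewer DEGs against control were found in treated OIR than in OIR mice. A larger spread of the treated OIR group is a candidate explanation, since its coefficient of variation was the highest of the 3 groups. Each pair of mice of a group was therefore compared with the 3 controls in edgeR. Pairs of OIR mice gave 929, 236, and 511 DEGs, while the most from any pair of treated OIR mice was 28, from mice 5 and 10, whose spread was low. The other pairs, which include mouse 2, gave 0 and 0. With DESeq2 the OIR pairs gave 1246, 920, and 700 and the treated OIR pairs 145, 128, and 413. A wider spread can lower the number of DEGs, since edgeR on the 2 groups recovered 37.5% of changed genes in simulated counts with added spread in 1 treated mouse and 79.0% in a simulated treated group of equal spread, but the pair without mouse 2 also gave fewer DEGs than each OIR pair. After every library was thinned to the smallest total, DESeq2 on the 2 groups compared gave 109 DEGs for treated OIR against control and 963 for OIR, in place of 122 and 988, so depth did not account for most of the difference. With 19 lens genes left out the numbers were 122 and 989, which tests little, because the counts of the other genes stay as they were. With those genes left out and the rest of every library thinned to the same total, so that no mouse had less depth outside the lens genes, they were 103 and 962. Depth lost to lens RNA therefore did not account for most of the difference, and other effects of lens RNA in mouse 2 are not ruled out. That treatment moved expression toward control is a hypothesis on which the methods differed. The direct comparison with OIR gave 0 DEGs in edgeR (823 genes at an unadjusted p below 0.05), and DESeq2 on the 2 groups gave 6 upregulated and 46 downregulated. Of the DEGs of OIR against control in that DESeq2 setting, 180 of 245 upregulated and 698 of 743 downregulated genes moved back toward control, and 7 and 9 of the DEGs had a DESeq2 adjusted p below 0.05 against OIR. These genes were chosen on the same OIR mice, so that some return is possible by that choice alone.

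Other splits of the 6 mice of each comparison into 3 and 3 were refitted, 10 in each with the real one included, so the share can never be under 0.1. For OIR against control, 1 of the 10 splits, the real one, gave as many DEGs with edgeR on all 9 mice, 1 with DESeq2 on the 2 groups, and 1 as many gene lists with an unadjusted p below 0.05. For treated OIR against control the numbers were also 1, 1, and 1. For treated OIR against OIR, all 10 splits gave as many DEGs with edgeR, since the real split gave 0, and all 10 gave as many gene lists. With DESeq2 on the 2 groups, 2 of the 10 splits gave at least the 52 DEGs of the real split. The other one placed OIR mouse 3 with treated OIR mice 5 and 10, against OIR mice 5 and 6 with treated OIR mouse 2, and gave 882 DEGs. The split that follows sex gave 6. The largest division among these 6 mice in that test therefore did not follow treatment.

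Smaller log2 fold changes of the OIR DEGs in treated OIR mice may come from choosing the genes on the OIR mice. For each OIR mouse, 200 upregulated and 200 downregulated genes were chosen without it. For upregulated genes the left-out OIR mice had slopes of 0.65, 0.74, and 0.85, and treated OIR mice 2, 5, and 10 had 1.19, 0.53, and 0.31, a mean of 0.68 against 0.75 (two-sided exact permutation test, p = 0.9). For downregulated genes the left-out mice had 0.67, 0.74, and 1.25 and the treated mice 1.14, 0.50, and 0.17, a mean of 0.60 against 0.88 (exact permutation p = 0.4). For downregulated genes the treated mean was lower also in this test, and with 3 mice in each group the difference could not be told apart from the spread between mice, and treated mouse 2 lay apart from mice 5 and 10.

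Markers of retinal ganglion cells, a list of 9 genes, were lower in OIR than in control mice by a mean log2 change of -2.26, in 3 of 3 OIR mice, at -1.17, -1.94, and -3.66 from the control mean. In treated OIR mice 2, 5, and 10 the change was -4.79, -0.40, and -0.35. The gene set test did not pass (edgeR fry, adjusted p = 0.373 over 42 tests), nor did that of 9 amacrine cell markers (adjusted p = 0.263, mean change -2.15). Among downregulated DEGs of OIR mice, DESeq2 on the 2 groups had 7 of the ganglion cell and 8 of the amacrine cell markers. EdgeR on all 9 mice had 0 of either list. Dilution by lens RNA was at most -0.003 on the log2 scale in an OIR mouse. To test bias by gene length and GC content, the median log2 change of the ganglion cell list, -2.40, was set beside random lists. Among 10000 random lists matched on expression and gene length, 0.00% had a median as low, and 0.00% among those matched on expression and GC content. Random lists do not hold genes that vary together as markers of 1 cell type do. These shares therefore bear on those 2 biases alone and are no test across mice. Uneven recovery of the inner retina could lower these markers, and bipolar cell markers changed by 0.04, which does not show whether the innermost layers alone were lost from a sample. The pattern cannot be told apart from that explanation.

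The hypoxia genes were highest in treated OIR mouse 2, the mouse with lens RNA, at 2.62 above the control mean. Transcripts carried in with the lens may contribute. OIR mouse 6, with 0.0326% of counts on crystallins, was above the mean of OIR mice 3 and 5 by 1.03, so a high score also occurred with few lens transcripts, but this does not separate the explanations in mouse 2.

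A list of 28 hypoxia-induced HIF targets was not lower in treated OIR than in OIR mice (difference 0.28, two-sided exact permutation p = 0.4), and it was only 0.11 higher in OIR than in control mice (exact permutation p = 0.2). A fall hidden by treated OIR mouse 2 could be an explanation, but without that mouse the difference was 0.03. With so small a rise in OIR mice, a lowering by treatment at P17 had little range to appear in.

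Of the 42 gene set tests of the 14 lists of cell types and HIF targets, none passed adjustment. For 3 of the 14 lists every treated OIR mouse lay below every OIR mouse, where 10% of lists would not overlap by chance, and these were named after their values were seen. They were bipolar cell markers (difference -0.29, edgeR fry adjusted p = 0.252), Müller cell markers (difference -0.60, edgeR fry adjusted p = 0.252), and microglia markers (difference -1.04, edgeR fry adjusted p = 0.286).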
